# α-Lipoic acid induces Endoplasmic Reticulum stress-mediated apoptosis in hepatoma cells

**DOI:** 10.1038/s41598-020-64004-5

**Published:** 2020-04-28

**Authors:** Monica Pibiri, Pia Sulas, Tania Camboni, Vera Piera Leoni, Gabriella Simbula

**Keywords:** Apoptosis, Apoptosis, Targeted therapies, Targeted therapies

## Abstract

Hepatocellular carcinoma (HCC) is the most common liver cancer and a major cause of adult death. The current treatments for HCC suffer from drug resistance and poor prognosis; therefore, novel therapeutic agents are urgently needed. Phytochemicals have been proposed to treat a range of cancers. Among them, α-lipoic acid (α-LA), a naturally synthesized antioxidant found in various dietary animal and plant sources, prevents oxidant-mediated cell death in normal cells while inducing apoptosis in several cancer cell lines. Previously, we demonstrated that the treatment of hepatoma cells with α-LA induced apoptosis, which was preceded by the generation of reactive oxygen species (ROS) and activation of the p53 protein, a known inducer of mitochondria-mediated apoptosis. Several studies have shown that ROS-induced apoptosis is associated with endoplasmic reticulum (ER) stress and Unfolded Protein Response (UPR) activation. Herein, we investigated if α-LA-induced apoptosis in hepatoma cell lines was ER stress- and UPR-mediated by gene expression profiling analyses. UPR and ER stress pathways were the most up-regulated after treatment with α-LA. This finding, which has been confirmed by expression analyses of ER- and UPR-associated proteins, provides a better understanding of the molecular mechanisms behind the anti-tumoral action of α-LA on hepatoma cells.

## Introduction

Hepatocellular carcinoma (HCC) is the most frequent and deadliest primary hepatic carcinoma worldwide^1,2^. Since it is commonly diagnosed at an intermediate or advanced stage, surgery supported by adjuvant chemotherapies currently represent the elective therapeutic strategy^3,4^. Unfortunately, given the poor selectivity of anticancer drugs between highly proliferating non-tumor and tumor cells, which could favor malignant progression and resistance to treatment, HCC is widely regarded as a chemotherapy-resistant disease^5^. Therefore, novel approaches are required to successfully treat this tumor type. Recently, phytochemicals have been regarded as anticancer compounds alternative to classical chemotherapy^6^. Indeed, in virtue of their anticancer potential coupled with fewer side effects compared to classic chemotherapy agents, the use of phytochemicals has opened-up new research avenues^6–8^. Among them, α-Lipoic acid (α-LA), also known as thioctic acid, is a naturally occurring antioxidant compound either found in a various dietary sources or endogenously synthetized. In addition to its action as cofactor for several mitochondrial enzyme complexes^9,10^ and to its well-established anti-oxidative and anti-inflammatory properties^11–13^, a growing number of studies have provided evidence that α-LA prevents cell death in normal cells, while causing apoptosis in several cancer cell lines^14–17^. Accordingly, we have previously shown that treatment of hepatoma cells with α-LA induces mitochondria-mediated apoptosis that is preceded by increased Reactive Oxygen Species (ROS) generation and p53 activation^14^. However, the precise molecular mechanism(s) underlying the pro-apoptotic action of α-LA on cancer cells is not yet completely understood. Accumulating evidences suggest that, in addition to mitochondria, ROS play a central role in the regulation of an important apoptotic point of control, the Endoplasmic reticulum (ER)^18^. ER is the cell site for Ca^2+^ storage and for synthesis, folding, and maturation of most secreted and transmembrane proteins^19^. Physiological and pathological processes, such as toxic insults, failure of protein synthesis, folding and transport or degradation and calcium overload, can result in ER stress and activation of a set of signaling pathways collectively termed as Unfolded Protein Response (UPR)^20,21^. Although the UPR program is primarily activated to restore the ER homeostasis, thus preventing loss of cell viability, sustained and/or prolonged stress may result in cell death induction by apoptosis^22^. Therefore, understanding the mechanism(s) regulating the cell survival/death decision under ER stress condition may be crucial in order to identify specific tumor cell targets and, possibly, overcomes the HCC resistance to therapy. Furthermore, recently a straight connection between mitochondria- and ER stress-induced apoptosis has been observed^23,24^. On these bases, in the present study we aimed to understand if ER stress and UPR activation could be involved in α-LA-induced apoptosis. To this end, the effect of α-LA has been investigated in both rat and human hepatoma cells, FaO and HepG2, respectively. Data obtained have shown that α-LA was able to induce modifications in the gene and protein expression of the principal regulators of UPR and ER stress response^25–28^, such as Protein Disulfide Isomerase (PDI)^29^ and the ER stress sensors PKR-like ER Kinase (PERK)^30,31^, Inositol-requiring enzyme 1 alpha (IRE1)^30,32^ and Activation transcription factor 6 (ATF6)^30,33^. In particular, in both cell lines the loss of viability was preceded by activation of the ER-related pro-apoptotic gene C/EBP Homologues Protein/DNA Damage Inducible Transcription 3 (GADD153/CHOP)^30^. In summary, our results have provided evidence that α-LA induces apoptosis in hepatoma cells by triggering chronic ER stress and UPR response.

## Results

### α-LA treatment induces apoptosis of FaO cells

As previously described^14^, treatment of FaO cells with α-LA results in mitochondria mediated-apoptosis that is preceded by ROS production. Accordingly, nuclear staining with Hoechst 33258, here performed on FaO cells treated with increasing doses of α-LA, has shown nuclear condensation typical of apoptosis (Fig. 1A). This was particularly evident at 48 and 72 hours after α-LA treatment (Fig. 1B), being most effective at 500 μM dose (Fig. 1A,B).

**Figure 1:**
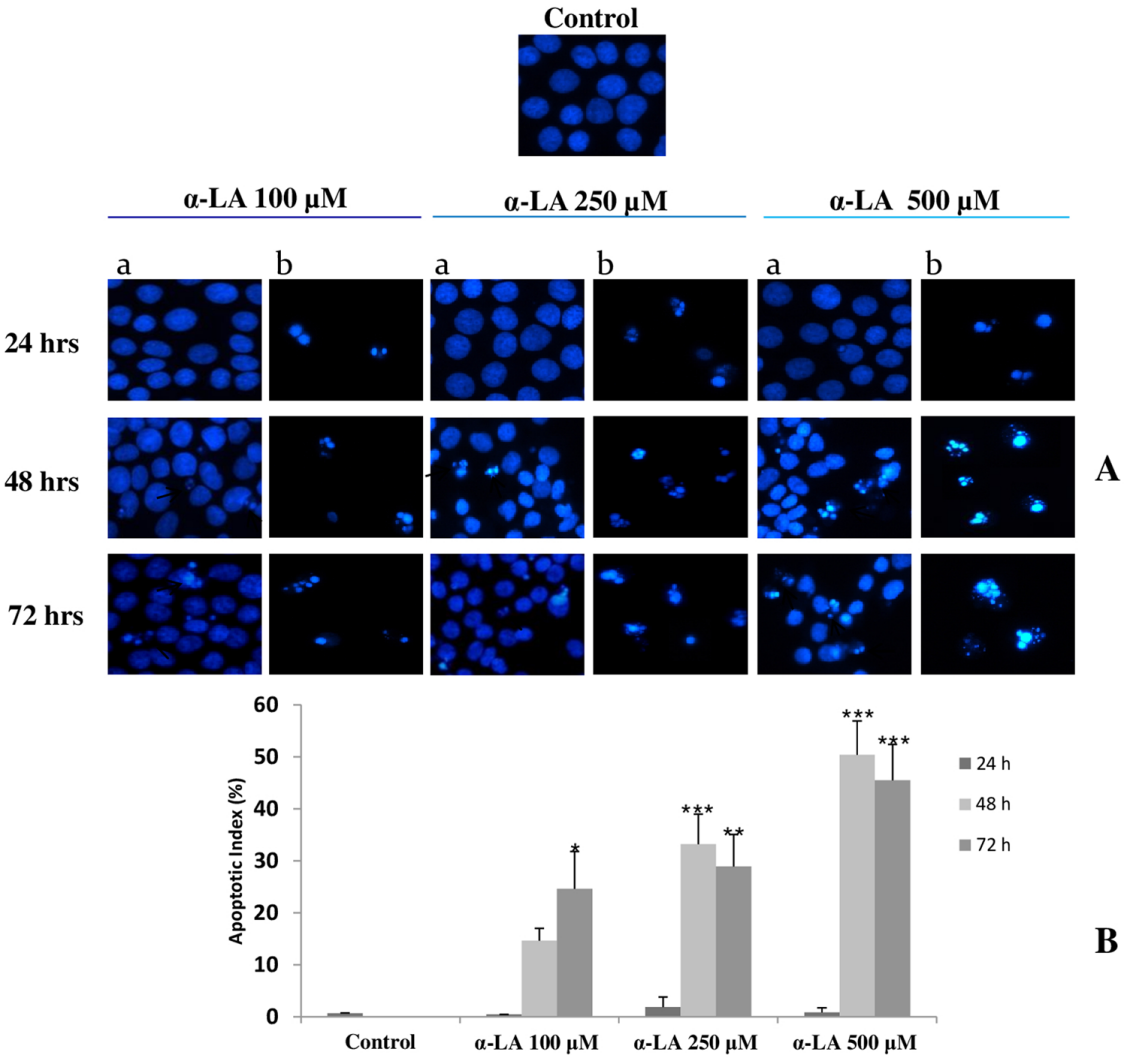
Induction of apoptosis after exposure to increasing concentrations of α-LA **(A)** FaO cells were exposed to 100, 250 and 500 µM α-LA for 24, 48 and 72 hours and subjected to Hoechst 33258 nuclear staining; with **a** are indicated stained attached cells and with **b** apoptotic detached cells. (**B)** Percentage of apoptotic cells (Apoptotic Index). Data are shown as means ± S.E. Assay was performed in quadruplicate. Significantly different from control cells for *p* < 0.05*; *p* < 0.01 **; *p* < 0.001***.

### α-LA-treated FaO cells show dysregulation of genes involved in ER stress and UPR pathways

Increased intracellular ROS levels has been associated to the activation of ER stress and UPR pathways^34,35^. 

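FaO cells, a line derived from a rat hepatoma, were profiled on 12 Illumina rat expression arrays, on which each transcript is read by the brightness of beads that carry its probe. There were 3 arrays of untreated cells, 7 arrays of cells given 500 µM α-LA and harvested after 6, 18, 24, 30, 42, 48 and 72 hours, 1 array per time, and 2 arrays of cells given thapsigargin, a blocker of the ER calcium pump that is used as a standard inducer of ER stress. According to the sample labels α-LA was renewed daily in medium of low serum, and each RNA sample was a pool of 3 wells. The time at which the control cells were harvested is not given in the sources used here, and nothing says that the 3 controls came from separate cultures, so that the p-values measure only the spread between these samples, which may be technical. For thapsigargin the labels give a dose of 0.1 µM, and the hours in the sample titles (18 and 24 h) differ from those in the protocol (6 and 18 h). The paper gives 0.5 µM for its Western blots and its XBP1 splicing assay, and no dose for these arrays. The analysis started from the authors' deposited table of signals, which they had quantile-normalized, so that every array has the same range of values, from 88.3 to 55971 with a median of 133. Background was still in these signals, and between 8409 and 8422 of the 22523 probes reached a signal of 150 on each array. The 9193 probes that did so on at least 3 arrays were tested after a log2 transformation with limma. Following the paper, the arrays of 18, 24 and 30 h formed the early and those of 42, 48 and 72 h the late group, so that time points stand in as replicates and the spread within a group includes the change over time. The number of arrays limits the precision, and a single time point has no replicate check. Names were given to 13793 probes from the platform annotation and to 1683 from Table I, and 7047 had no symbol.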

In order to investigate the possible involvement of these pathways in α-LA-induced apoptosis, gene expression profiling was performed on FaO cells treated from 6 up to 72 hours with 500 μM α-LA, by Illumina microarray. A total of 7022 (Table I, Supplementary data), out of 21,791 genes included in the array were selected, as described in Methods section. 

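Across probes, the folds of Table I and those computed here from the deposited signals against the mean of the 3 controls ran close together, with a correlation of 0.993 at 6 h, its lowest value, and of 0.998 at 18 h, its highest. This is a correlation across genes, which are not independent replicates. The copy of Table I used here holds all but 1 of the 7022 entries, many of which stay below a 1.5-fold change at all 7 time points. Of the stated criteria, the median signal over 300 was applied here together with the signal of 150 in place of the detection p-value, which left 5060 probes for the counts of genes changed 2-fold. The rule of a 1.5-fold difference from the median was left out of these counts.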

A heat map was generated by comparing gene expression profiles of α-LA-treated cells with those of control cells over time (Fig. 2A). 

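Nearly all measured genes of cell division, and a part of those of gluconeogenesis, were lower in the cells harvested from 18 h on. Of 35 measured genes of S phase and DNA replication, all 35 were lower in the early and in the late group, with a median log2 change of -1.16 and -1.64 (limma's camera, adjusted p = 6.4e-22 and 3.5e-25). Of 36 genes of G2 and mitosis, 35 were lower in each group, with medians of -1.22 and -2.14 (limma's camera, adjusted p = 8.7e-20 and 1.3e-25). Adjusted over the list alone, the counts were the same. With an estimated correlation between the genes, the adjusted p of limma's camera was 0.287 and 0.231 for S phase and 0.316 and 0.231 for mitosis, so that these list calls are lost. Mcm3, part of the replicative helicase, had a log2 change of -1.98 in the early group (standard error 0.13, adjusted p = 1.8e-06 from limma) and of -2.30 in the late group. Of 13 genes of gluconeogenesis and glucose output, 6 were lower and 3 higher in the early group and 8 lower and 3 higher in the late group (4 higher and 8 lower, then 4 higher and 9 lower, when adjusted over the list alone). Limma's camera gave this list an adjusted p of 0.0229 and 0.0105, and an adjusted p of 0.392 and 0.437 with an estimated correlation. Pck1, the cytosolic phosphoenolpyruvate carboxykinase, fell from a signal of 4763 ± 364 (SD, n = 3) in control cells to 456 ± 105 (SD, n = 3) in the early and 412 ± 48 (SD, n = 3) in the late group. Aldh1a4, an aldehyde dehydrogenase, had a log2 change of -3.42 in both groups, and Fmo1, a flavin monooxygenase, one of -2.70 and -2.89. Gdf15, a stress-induced cytokine, rose by 3.44 on the log2 scale in the early group, the largest rise there, and by 3.27 in the late group, where the uncharacterised gene LOC501211 rose more, by 3.38. Arhgef2, Tmem150a and Renbp also rose in both groups, by 2.48, 2.62 and 2.15 on the log2 scale in the early one. In a limma fit of the 6 α-LA arrays of 18 to 72 h against the 3 controls, 1422 of the 9193 probes were higher and 1392 lower at an adjusted p under 0.05, and 149 and 282 of them changed at least 2-fold. In an average-linkage clustering of the 10 control and α-LA arrays on gene-centred signals, the 6 h array joined the controls, and all 10 arrays fell into the groups described. The leading principal component of the arrays held 49.6% of the variance.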

Unsupervised hierarchical cluster analysis has revealed the existence of two major clusters: i) control and 6 hours α-LA group and ii) from 18 up to 72 hours α-LA group. This last cluster was formed by two distinct sub clusters: early time point group (18-24-30 hours α-LA), and late time point group (42-48-72 hours α-LA) which showed evident differences in the gene expression regulation. 

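From the early to the late group, part of the measured genes of cholesterol synthesis, lysosomes and p53 targets rose, and most of those of mitosis and part of those of ribosome biogenesis fell. Of 22 measured genes of cholesterol synthesis, 15 were higher in the late group and none was lower (15 also when adjusted over the list alone). Mvd, the mevalonate diphosphate decarboxylase of this pathway, rose by 1.04 on the log2 scale (standard error 0.13, adjusted p = 0.0012 from limma). Of 30 genes of lysosomes and autophagy, 15 were higher and none lower (19 adjusted over the list alone), among them the autophagy gene Gabarap with a log2 change of 0.81 and the lysosomal channel Mcoln1 with 0.50. Of 14 p53 targets, 7 were higher and none lower (12 adjusted over the list alone), with Ccng1, the gene of cyclin G1, at 1.49 and Gadd45a at 1.13. Of the 36 genes of G2 and mitosis, 29 were lower and none higher (34 adjusted over the list alone), and of the 35 genes of S phase 15 were lower (24). Cdk1, the kinase that starts mitosis, went from a signal of 2634 ± 672 (SD, n = 3) in the early to 978 ± 390 (SD, n = 3) in the late group, a log2 change of -1.47 (adjusted p = 0.0037 from limma). Of 23 genes of ribosome biogenesis, 12 were lower (15 adjusted over the list alone), among them Polr1c, a subunit of RNA polymerases I and III, at -0.78. The median log2 differences of these lists were 0.55 for cholesterol synthesis, 0.41 for lysosomes, 0.47 for p53 targets, -0.88 for mitosis, -0.42 for S phase and -0.46 for ribosome biogenesis. Each passed limma's camera with a preset correlation, the least of them p53 targets with an adjusted p of 4.6e-07, and none with an estimated correlation, where the adjusted p was 0.0609, 0.0609, 0.0519, 0.265, 0.314 and 0.0519 in the same order. Single genes with large differences were Ankrd37 (1.88), Tmem140 (1.70) and the MAP kinase phosphatase Dusp1 (1.67) among those that rose, and the vitamin D carrier Gc (-1.66), Pla2g1b (-1.59) and the spindle gene Knstrn (-1.56) among those that fell. In all, 591 of 9193 probes were higher and 665 lower in the late group at an adjusted p under 0.05 in limma, and 40 and 28 of them at least 2-fold. The groups were taken from the clustering of these same arrays, and the number of changed probes was 704 without the 42 h array, 784 without the 48 h array and 829 when the controls were left out of the fit.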

To investigate the differentially expressed genes, the random-variance model (F-test) and the multivariate permutation test were applied. 

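On the single array of this time, 11 of 5060 probes were at least 2-fold higher and 5 at least 2-fold lower than the mean of the 3 controls. Igfbp1, a liver-secreted binding protein of insulin-like growth factors, was 3.37-fold higher, with a signal of 14361 against 4271 ± 421 (SD, n = 3) in the controls. Sqstm1 (2.40-fold), Osgin1 (2.06-fold) and Gclm (2.00-fold), all known targets of the antioxidant regulator NRF2, were among the others, as were the selenoprotein genes Gpx1 (2.25-fold) and Selenow (2.01-fold). Over 31 measured genes of the NRF2 response the median log2 change at 6 h was 0.47, at percentile 100 of 10000 random lists of the same size matched on mean signal. Random lists lack the correlation between genes of a real list, so that an extreme percentile on 1 array comes easily and is no test. RGD1561551 (3.03-fold), Snx10 (2.10-fold), Tacc2 (2.01-fold) and the stress genes Gdf15 and Ddit3 complete the higher probes. Among the lower ones were Pck1 (-2.89-fold), Sgk1 (-2.21-fold), Nedd9 (-2.21-fold) and RGD1561154 (-2.23-fold). The same rule, applied to each control against the mean of the other two, called 33 probes in control 1, all lower, and none in controls 2 and 3. At a 1.5-fold change, 82 probes were higher and 34 lower at 6 h. The mean number of probes changed 2-fold over the 3 arrays of a group was 165 higher and 226 lower in the early group and 238 higher and 284 lower in the late group. In the limma fit, which uses the spread within the groups, 1523 of 9193 probes were higher and 1445 lower in the early group than in the controls at an adjusted p under 0.05, and 1753 higher and 1625 lower in the late group. Of these, 150 and 268 in the early and 242 and 366 in the late group also changed at least 2-fold. Both groups shared 1026 higher probes, where independent lists of these lengths would share 290, and 1086 lower ones, where they would share 255, while 11 probes changed in opposite directions. The log2 changes of the groups correlated across probes with r = 0.829 and a covariance of 0.202. Because both use the same controls, 100 simulated comparisons with no effect gave r = 0.499 and a covariance of 0.00844, and part of the overlap may come from the shared controls.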

As indicated in Table II (Supplementary data), no differences were evident between control and 6 hours α-LA group while an average of 166 upregulated and 287 downregulated (FC ≥ 2.0) genes in the early time point group and 255 upregulated and 365 downregulated (FC ≥ 2.0) genes in late time point group were identified compared to control group. 

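Ddit3, which encodes GADD153/CHOP, Ppp1r15a, which encodes GADD34, and Trib3 rose in both time groups, and Hspa5, which encodes the ER chaperone GRP78, rose in the late group. The normalized signal of Ddit3 was 596 ± 88 (SD, n = 3) in control cells, 4503 ± 956 (SD, n = 3) in the early and 5997 ± 2880 (SD, n = 3) in the late group. Its log2 change was 2.90 in the early group (standard error 0.33, adjusted p = 7.1e-05 from limma) and 3.19 in the late group (standard error 0.33, adjusted p = 2.1e-05 from limma). Hspa5 had a signal of 10525 ± 1218 (SD, n = 3) in control cells, of 15119 ± 2663 (SD, n = 3) in the early and of 24506 ± 7825 (SD, n = 3) in the late group. Its log2 change of 0.51 in the early group did not pass the test (adjusted p = 0.093 from limma, and 0.022 when the late arrays were left out of the fit), and that of 1.17 in the late group did (standard error 0.22, adjusted p = 0.0013 from limma). Ppp1r15a lay close to the background in control cells, at 176 ± 21 (SD, n = 3), and rose to 564 ± 63 (SD, n = 3) and 892 ± 403 (SD, n = 3), with log2 changes of 1.68 and 2.22 (adjusted p = 0.0012 and 0.00014 from limma), which background in the signal can understate. Trib3, a pseudokinase gene induced downstream of CHOP, rose from 286 ± 30 (SD, n = 3) to 1361 ± 98 (SD, n = 3) and 1457 ± 588 (SD, n = 3), with log2 changes of 2.25 and 2.26 (adjusted p = 7.3e-05 and 4.3e-05 from limma). Each of the 6 arrays of 18 to 72 h exceeded each of the controls in the signal of these 4 genes. The late group did not differ from the early one by the test in any of the 4 genes (adjusted p of 0.62, 0.068, 0.26 and 1.0 from limma), but without the 72 h array the late signals were higher in all of them, by 0.78, 0.95, 1.00 and 0.40 on the log2 scale for Ddit3, Hspa5, Ppp1r15a and Trib3 (adjusted p = 0.020, 0.0033, 0.0013 and 0.044 from limma). That of Hspa5 also passed without the 24 h array (0.79, adjusted p = 0.046 from limma). The 72 h array had the lowest late signals of all 4 genes, so that leaving it out favours a late rise. Without the 42 h array instead, the late signal of Ddit3 was no higher than the early one.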

The genes upregulated by α-LA included the marker of ER stress-induced apoptosis, *Gadd153/Chop*, and other three genes associated to ER stress: *Grp78*^27,28^, Myeloid differentiation primary response gene 116 (*Gadd34*)^27^ and Tribbles Homolog 3 (*Trib3*)^36^. All these are involved in sensing and respond to the accumulation of unfolded and misfolded proteins during the ER stress. 

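Over the single arrays of each time point, Ddit3 was 2.03-fold above the mean of the controls at 6 h, 5.76-fold at 18 h and 13.9-fold at 42 h, and stood at 4.63-fold at 72 h. Ppp1r15a went from 1.32-fold at 6 h through 2.85-fold at 18 h to 6.52-fold at 48 h, and Trib3 from 1.76-fold at 6 h through 4.49-fold at 18 h to 6.45-fold at 42 h. At 72 h these genes were at 2.44-fold and 2.74-fold. Hspa5 was at -1.13-fold at 6 h, between 1.29-fold and 1.74-fold from 18 to 30 h, at 2.94-fold at 42 h and at 1.50-fold at 72 h. All 4 genes were thus lower on the 72 h array than on those of 42 and 48 h. There is 1 array per time and no test of single times.

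**Figure D1:**
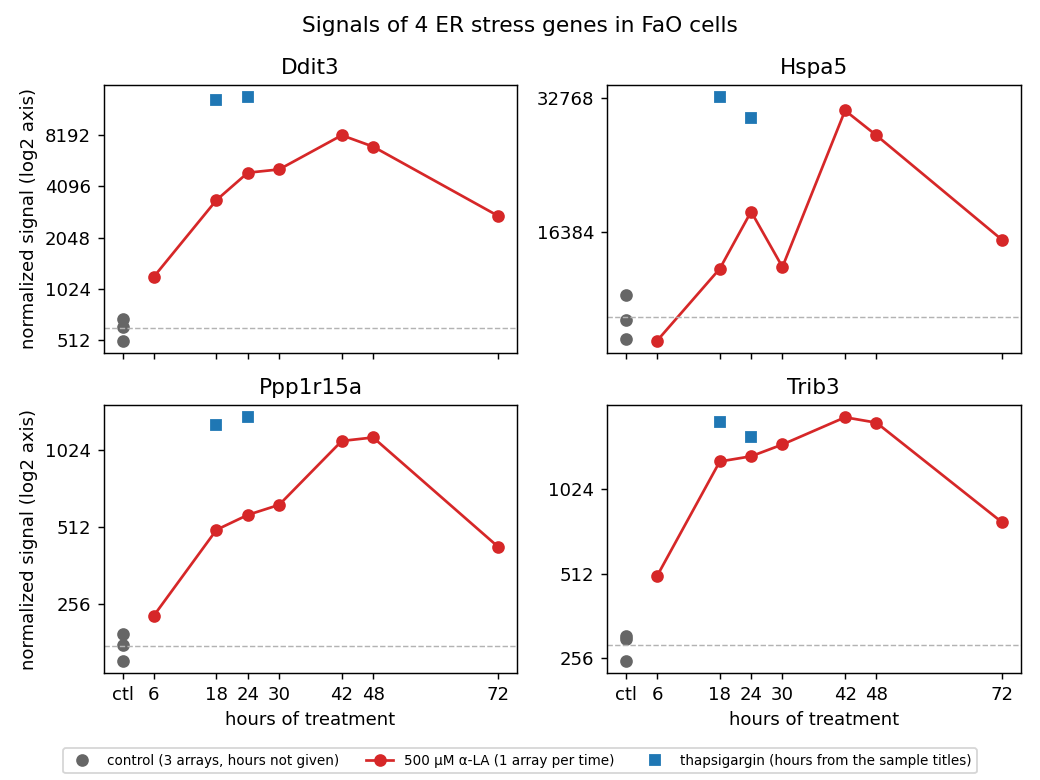
Normalized signal of Ddit3, Hspa5, Ppp1r15a and Trib3 on a log2 axis against the hours of treatment. Grey points are the 3 control arrays, drawn at ctl because their hours are not given, the dashed line is their mean, the red line joins the α-LA arrays, 1 per time, and blue squares are the 2 thapsigargin arrays at the hours of their titles. The red lines peak at 42 or 48 h and are lower at 72 h.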

More in detail, while *Gadd153/Chop* showed a very early induction (6 hours), with an eleven folds increase at 42 hours (Table I, Supplementary data), of *Grp78, Gadd34* and *Trib3* showed an increased expression from two up to five folds all throughout the experimental time points. In order to identify a possible correlation among the genes found dysregulated in Fao cells after treatment with 500 μM α-LA, the Ingenuity Pathway Analysis (IPA) was accomplished. These data have provided insight for a key role of ER stress and UPR in the induction of α-LA-mediated apoptosis in hepatoma cells. Accordingly, among the canonical pathways activated by chronic exposure to α-LA, the UPR and the ER stress have resulted significantly regulated (Fig. 2B). 

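Part of the genes of the PERK branch of the UPR rose in the early and in the late group, as did part of those of tRNA charging. Part of the genes of amino acid supply rose in the early group, and late changes went both ways. Of 21 measured genes of the PERK, ATF4 and CHOP branch, 10 were higher and none lower in the early group (13 adjusted over the list alone), and 13 were higher and 1 lower in the late group (13 and 1 adjusted over the list alone). The median log2 change of the list was 0.38 and 0.54, with an adjusted p of 1.2e-05 and 2.0e-05 from limma's camera. With an estimated correlation the adjusted p of limma's camera was 0.287 and 0.231, so that both calls are lost. Atf4, the transcription factor translated under eIF2α phosphorylation, rose from a signal of 3016 ± 187 (SD, n = 3) to 4912 ± 327 (SD, n = 3) in the early and 5190 ± 514 (SD, n = 3) in the late group (log2 change 0.70 and 0.78, adjusted p = 0.00036 and 0.00013 from limma). Cebpb, a partner of CHOP, rose by 1.28 and 1.13 on the log2 scale. Of 18 aminoacyl-tRNA synthetases, many of them ATF4 targets, 9 were higher and none lower in the early group (9 adjusted over the list alone; adjusted p = 0.0050 from limma's camera, and adjusted p = 0.392 with an estimated correlation). In the late group 7 were higher (9 adjusted over the list alone), which did not pass as a list (adjusted p = 0.056 from limma's camera, and 0.018 without control 1 and the 24 h array). The late adjusted p of limma's camera with all arrays and an estimated correlation was 0.544. Sars1 rose by 0.88 in both groups. Of 18 genes of amino acid synthesis and transport, 8 were higher and none lower in the early group (9 adjusted over the list alone; adjusted p = 0.018 from limma's camera, and adjusted p = 0.449 with an estimated correlation), and 4 higher and 3 lower in the late group (4 and 3 adjusted over the list alone), when Slc3a2, a chain of amino acid transporters, was still higher by 0.93 and Pck2 lower by -0.81. This list did not pass in the late group (adjusted p = 0.41 from limma's camera). Of 20 genes of ER-associated degradation, 1 was higher and 4 were lower in the early group and 4 were higher and 1 was lower in the late group (the same numbers adjusted over the list alone), and the list passed in neither. Its late members include Selenos (0.99) and Herpud1 (1.23), which act in the retrotranslocation of misfolded proteins. Xbp1, whose mRNA is spliced by IRE1, had log2 changes of 0.08 and -0.18, neither past the test, and the array does not distinguish its spliced form. Atf6 was not above background, and Ern1 had no named probe. From the pathway analysis, in which ER stress and the UPR were among the regulated pathways, the paper proposes a key role of both in the apoptosis of hepatoma cells exposed to α-LA.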

The highest number of modified genes involved in both pathways was found at 42 and 48 hours after treatment. In particular, as shown in Supplementary Fig. 1A,B, *Perk* and the downstream effector *Gadd153/Chop (Ddit3)*, and the two ER stress chaperones *Grp78/Bip* and *Grp94* resulted overexpressed at 48 hours. Moreover, UPR pathway has resulted characterized by the overexpression of PDI, an enzymatic chaperone which generally mediates pro-survival response against different types of cell insults. 

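Among the α-LA arrays, the median of the ER chaperones was highest at 42 and 48 h. Over 24 measured ER chaperones and folding factors the median log2 change against the controls was 0.77 at 42 h and 0.68 at 48 h, and 0.34 at 72 h. It was -0.05 at 6 and at 18 h, 0.31 at 24 h and -0.01 at 30 h. Among 10000 random lists matched on mean signal, the medians of 42 and 48 h lay at percentile 100, those of 24 and 72 h at 99.8 and 99.85, and the others at 8.01, 20.9 and 34.9. Such lists are drawn gene by gene, so that these percentiles take no account of the correlation between ER chaperone genes. Genes of the PERK branch had medians between 0.46 and 0.71 from 18 to 72 h, the highest at 42 h. In limma, 15 of the 24 ER chaperones were higher and none lower in the late group than in the controls (15 adjusted over the list alone), against 4 higher and 1 lower in the early group (3 and 1). Between the groups themselves, 11 were higher in the late group and none was lower (15 adjusted over the list alone). The median of the list was 0.59 late against control and 0.53 late against early (adjusted p = 3.3e-05 and 8.1e-09 from limma's camera). With an estimated correlation the adjusted p of limma's camera was 0.482 and 0.314, so that both calls are lost. Limma's fry tests the genes of a list without setting them against other genes. It gave the ER chaperones an adjusted p of 0.0082 late against control and 0.029 late against early, and of 0.56 early against control. Passing fry is not particular to ER chaperones. Late against control, lists that camera did not call also passed it, such as the NRF2 response and fatty acid synthesis (adjusted p = 0.012 and 0.017 from limma's fry). Others, such as the PDI family, did not (adjusted p = 0.13 from limma's fry). Dnajb9, a co-chaperone of GRP78, rose to a signal of 1518 ± 617 (SD, n = 3) in the late group, from 262 ± 7 (SD, n = 3) in control cells (log2 change 2.43, adjusted p = 2.6e-05 from limma). Control 1 and the 24 h array stood apart in that short mRNAs had low signals on them (54 of 56 measured short mRNAs were lower in control 1 than in the other controls, with a median log2 deviation of -0.65). With both left out, the median late against early difference of the ER chaperones was 0.62.

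**Figure D2:**
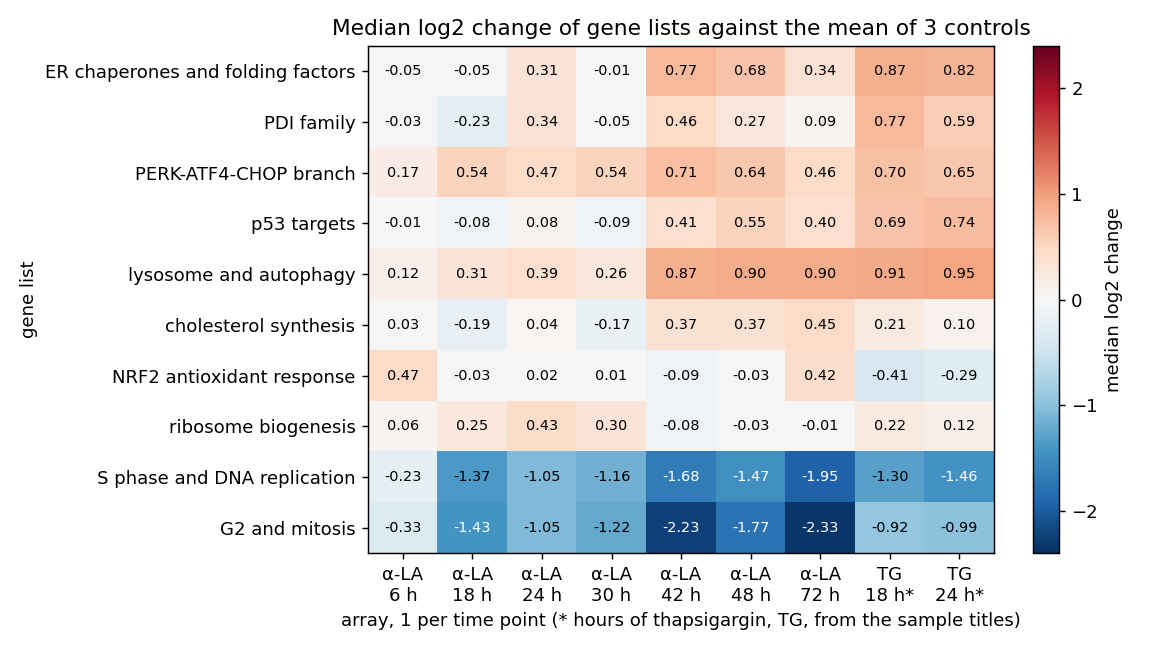
Median log2 change of 10 gene lists on each α-LA array and on the 2 thapsigargin (TG) arrays, against the mean of the 3 controls. Each column is 1 array, with the hours of thapsigargin as in the sample titles, red stands for higher and blue for lower, and the median is printed in each field. The ER chaperones are highest under α-LA at 42 h, with 0.77.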

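At 48 h, Eif2ak3, which encodes PERK, was 2.22-fold above the mean of the controls, Ddit3 11.9-fold, Hspa5 2.58-fold and Hsp90b1, which encodes GRP94, 2.22-fold, on the 1 array of this time. The signal of Eif2ak3 was 311 ± 29 (SD, n = 3) in control cells, 293 ± 16 (SD, n = 3) in the early and 600 ± 151 (SD, n = 3) in the late group. This is a log2 change of 0.92 late against control (standard error 0.17, adjusted p = 0.0011 from limma) and of 1.00 late against early (adjusted p = 0.0036 from limma), while the early change of -0.08 did not pass. Hsp90b1 had a signal of 5527 ± 819 (SD, n = 3) in control cells, 6390 ± 885 (SD, n = 3) in the early and 11222 ± 3274 (SD, n = 3) in the late group. Its late change of 0.99 passed (standard error 0.20, adjusted p = 0.0025 from limma) and its early change of 0.21 did not. The difference of 0.78 between late and early passed with all arrays (adjusted p = 0.026 from limma), but not without the 18, 30, 42 or 48 h array (adjusted p = 0.086, 0.053, 0.11 and 0.095 from limma), nor with the controls left out of the fit (adjusted p = 0.051 from limma).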

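Within the family of protein disulfide isomerases, Pdia4 and Pdia6 rose in the late group, while P4hb, which encodes PDI itself, did not pass the test. Pdia4, which encodes ERp72, went from a signal of 1490 ± 129 (SD, n = 3) in control cells to 1937 ± 235 (SD, n = 3) in the early and 3135 ± 635 (SD, n = 3) in the late group, with a late log2 change of 1.06 (standard error 0.15, adjusted p = 0.00022 from limma). Pdia6 is read by 2 probes. One had a late change of 1.20 (adjusted p = 0.00073 from limma). The other had one of 0.61 (adjusted p = 0.020 from limma), which is lost without control 2 or 3 or the 42 or 48 h array, with adjusted p between 0.058 and 0.087 from limma. P4hb had a signal of 12115 ± 2148 (SD, n = 3) in control cells and of 12259 ± 1171 (SD, n = 3) in the late group, a log2 change of 0.03 (standard error 0.15, adjusted p = 0.91 from limma). At 48 h it was at 1.07-fold, Pdia4 at 2.27-fold and the Pdia6 probes at 2.66-fold and 1.76-fold. Pdia3, which encodes ERp57, had a late change of 0.42 (adjusted p = 0.18 from limma, and 0.011 when the early arrays were left out of the fit). Of 12 measured members of the family, 3 were higher and 1 was lower in the late group, and 1 was higher and 1 lower in the early group (3 and 1, then none and 1, adjusted over the list alone). The lower one in the late group was Erp29, at -0.55. The list did not pass as a whole in the late group (median log2 change 0.31, adjusted p = 0.23 from limma's camera) or against the early group (median 0.18, adjusted p = 0.14 from limma's camera). Against the early group it did pass without the 24 h array, on which 52 of 56 short mRNAs were low (median 0.33, adjusted p = 0.016 from limma's camera), and without the 72 h array (median 0.32, adjusted p = 0.034 from limma's camera). With all arrays limma's camera gave an adjusted p = 0.669 with an estimated correlation.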

Then, the Network analysis was performed and that associated to the transcription factor GADD153/CHOP (DDIT3) (Fig. 3A,B) emerged as the most important network (Network 1). In particular, *Gadd153/Chop (Ddit3)*, which the highest expression was observed between 24 and 48 hours (Table I, Supplementary data), was found associated to the casual network together with three regulators connected to each other: *Trib3*^37,38^, Alpha Serine/Threonine Kinase (*Akt*)^37,38^, Heme Oxygenase 1 (*Hmox*1)^39^ (Fig. 3A,B). 

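Hmox1, the inducible heme oxygenase, and Trib3 rose together with Ddit3, whereas Akt1 was lower. Between 24 and 48 h, Ddit3 stood at 8.34-fold at 24 h and 8.73-fold at 30 h before its highest values at 42 and 48 h. Hmox1 had a signal of 360 ± 23 (SD, n = 3) in control cells, 1404 ± 218 (SD, n = 3) in the early and 1419 ± 113 (SD, n = 3) in the late group. Its log2 change was 1.95 (standard error 0.12, adjusted p = 1.4e-06 from limma) and 1.98 (standard error 0.12, adjusted p = 7.1e-07 from limma). It was at 1.58-fold at 6 h and reached 4.54-fold at 24 h. Trib3 was at 4.69-fold at 24 h and 6.17-fold at 48 h. Akt1 had a signal of 727 ± 111 (SD, n = 3) in control cells, 535 ± 50 (SD, n = 3) in the early and 544 ± 50 (SD, n = 3) in the late group, with log2 changes of -0.44 and -0.41 (adjusted p = 0.021 and 0.024 from limma). Both calls are lost without control 1 or 2 (adjusted p = 0.080 and 0.069 early, 0.096 and 0.076 late, from limma), and also without the 18 or 30 h array (early, 0.051 and 0.080) or the 42 or 48 h array (late, 0.083 and 0.082). Akt2 lay at background level, with a signal of 149 ± 4 (SD, n = 3) in control cells.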

Next, quantitative RT-PCR allowed to validate the modification of several ER stress-induced genes, such as *Bip/Grp78* and the targets of *Gadd153/Chop, Trib3* and Growth Arrest and DNA-Damage inducible protein 34 (*Gadd34*) (Fig. 4A–C).

**Figure 2:**
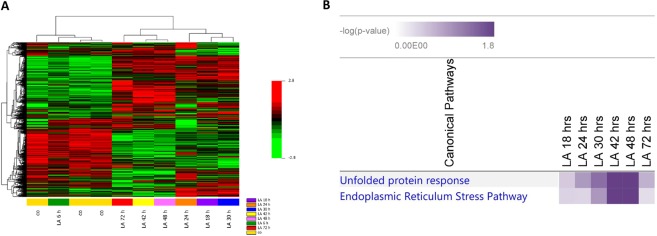
Gene expression profiling in α-LA-treated FaO cells. (**A**) Hierarchical clustering of genes expression profile in α-LA-treated cells. Each row represents the expression profile of a gene and each column represents a sample. Controls and treated cells at different time points, from 6 up to 72 hours, are indicated by colored bars. Red and green colors represent higher and low relative gene expression, respectively. (**B**) Functional analysis of differentially expressed genes in α-LA-treated cells.

**Figure 3:**
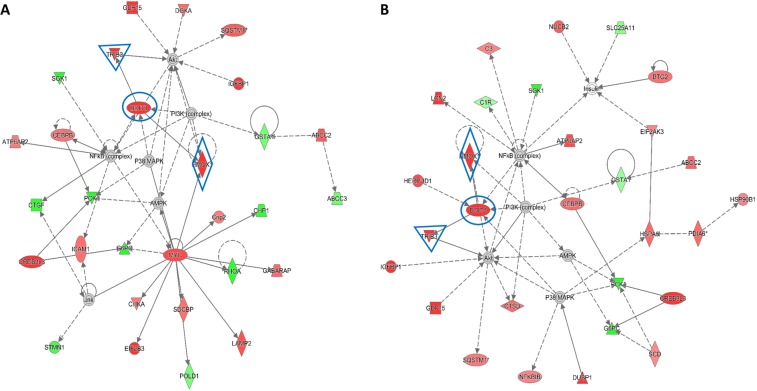
Activated network in α-LA-treated FaO cells. Network visualization of the transcription factor GADD153/CHOP (DDIT3) after 24 (**A**) and 48 (**B**) hours of treatment. Genes were colored based on their expression (Red for up-regulated genes; Green for down-regulated genes). Interested genes (*Ddit3*, *Hmox1* and *Trib3*) were highlighted in blue.

**Figure 4:**
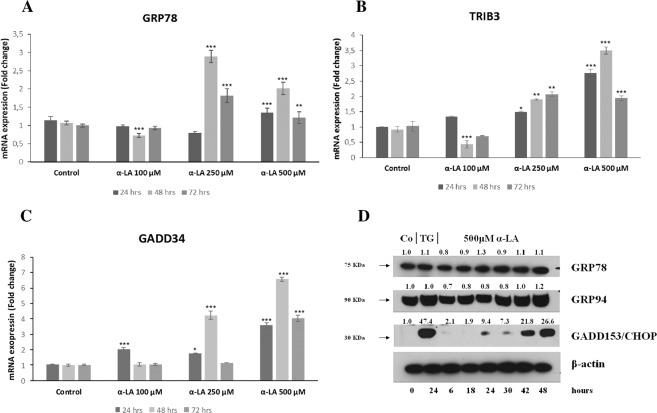
Involvement of ER stress in the onset of apoptosis α-LA-mediated in FaO hepatoma cells. **(A–C)** Expression profiles of ER stress representative genes *Bip/Grp78*, *Trib3* and *Gadd34* were validated with Real Time PCR analysis using RNA isolated from three biological replicate. FaO cells were exposed to 100, 250 and 500 µM α-LA for 24, 48 and 72 hours. Results are expressed as means ± SE. Significantly different from control cells for *p* < 0.05*; *p* < 0.01 **; *p* < 0.001***. (**D)** Western blot analysis of GRP78, GRP94 and GADD153/CHOP in rat FaO hepatoma cells treated with 500 µM α-LA from 6 up to 48 hours. Cells treated with 0,5 μM Thapsigargin (TG) were used as positive control. β-actin was used as loading control. For densitometric analysis specific protein expression was normalized to β-actin expression and values (reported over each band) have been expressed as fold change respect to control. Each lane represents a pool of three individual samples. Western Blot images (**D**) have been cropped for clarity with full blot presented in Supplementary Fig. 6.

### α-LA induces a time-dependent increase in ER stress protein content

ER stress involvement in α-LA-induced apoptosis has been also confirmed by protein analyses through Western blot and immunofluorescence. More in details, treatment of FaO cells with 500 µM α-LA determined a progressive increase in the protein content of GADD153/CHOP while GRP78 and GRP94 essentially maintain a constant and sustained expression overtime (Fig. 4D). Thapsigargin (TG)-treated cells were used as positive control, being TG a known inducer of ER stress-mediated apoptosis^40^. The effect on GRP78 and the induction of GADD153/CHOP were also evaluated by immunofluorescence analysis. Data obtained showed a diffused cytoplasmic localization for GRP78 in most of the untreated control cells. Treatment with 500 µM α-LA, despite an increased gene expression, did not induce an appreciable increase in GRP78 protein content, and did not modify its cellular localization (Fig. 5). A constant expression of GRP78 was also observed in the presence of 250 µM and 100 µM α-LA (Supplementary Fig. 2,3). On the other hand, GADD153/CHOP protein has resulted barely present in untreated control cells while being induced in cells treated with increasing concentrations of α-LA, from 24 up to 72 hours (Fig. 6 and Supplementary Figs. 4,5). Notably, clusters of GADD153/CHOP positivity were observed in the nucleus of cells treated with 250 (Supplementary Fig. 5) and 500 µM (Fig. 6) α-LA, being this nuclear translocation time-dependent and indicative of GADD153/CHOP activation.

**Figure 5:**
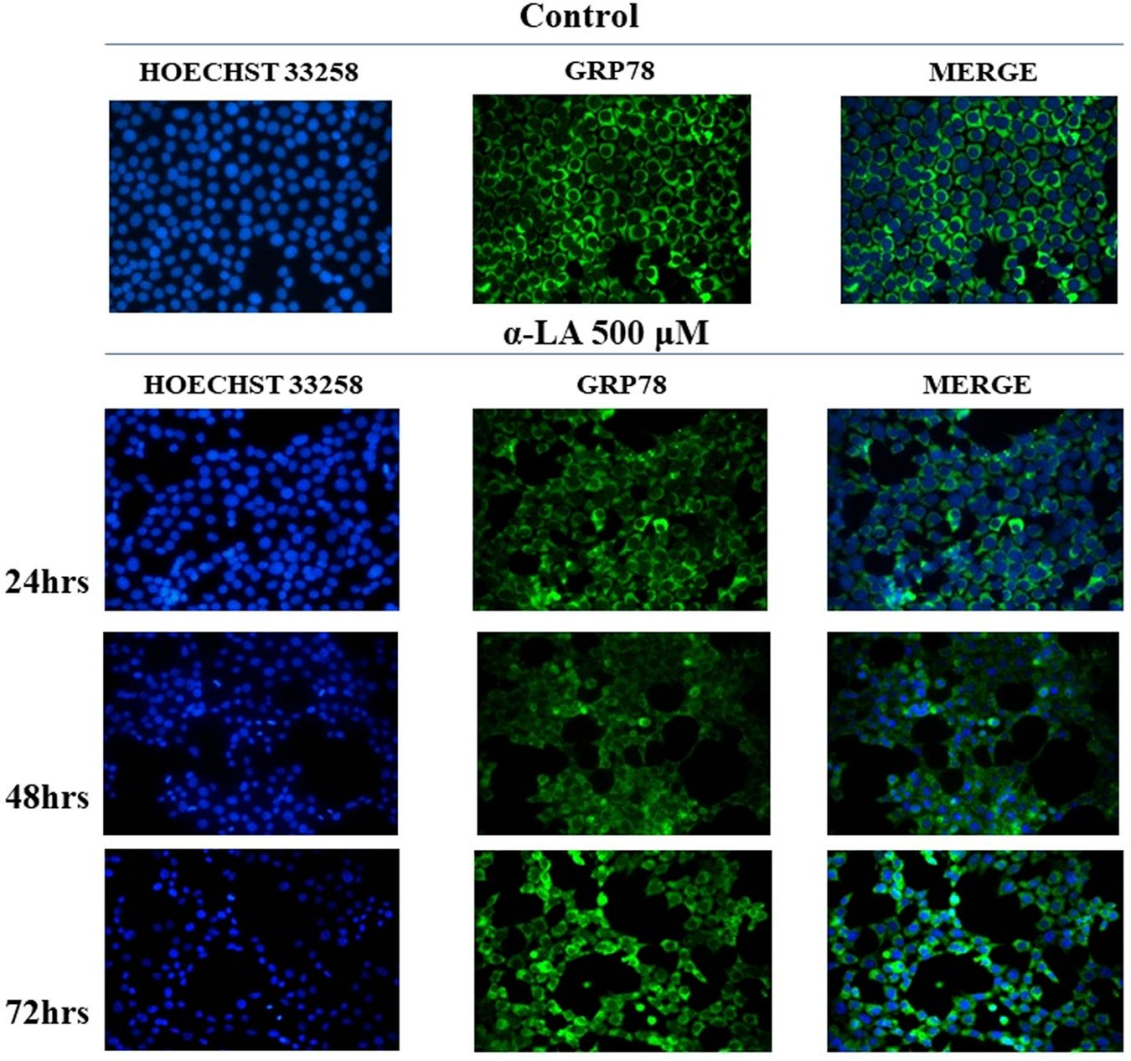
Analysis of GRP78 in rat FaO hepatoma cells after exposure to 500 uM α-LA by immunofluorescence. FaO cells were subjected to Hoechst 33258 nuclear staining or GRP78 staining after exposure to 500 μM α-LA for 24, 48 and 72 hours. Assay was performed in quadruplicate.

**Figure 6:**
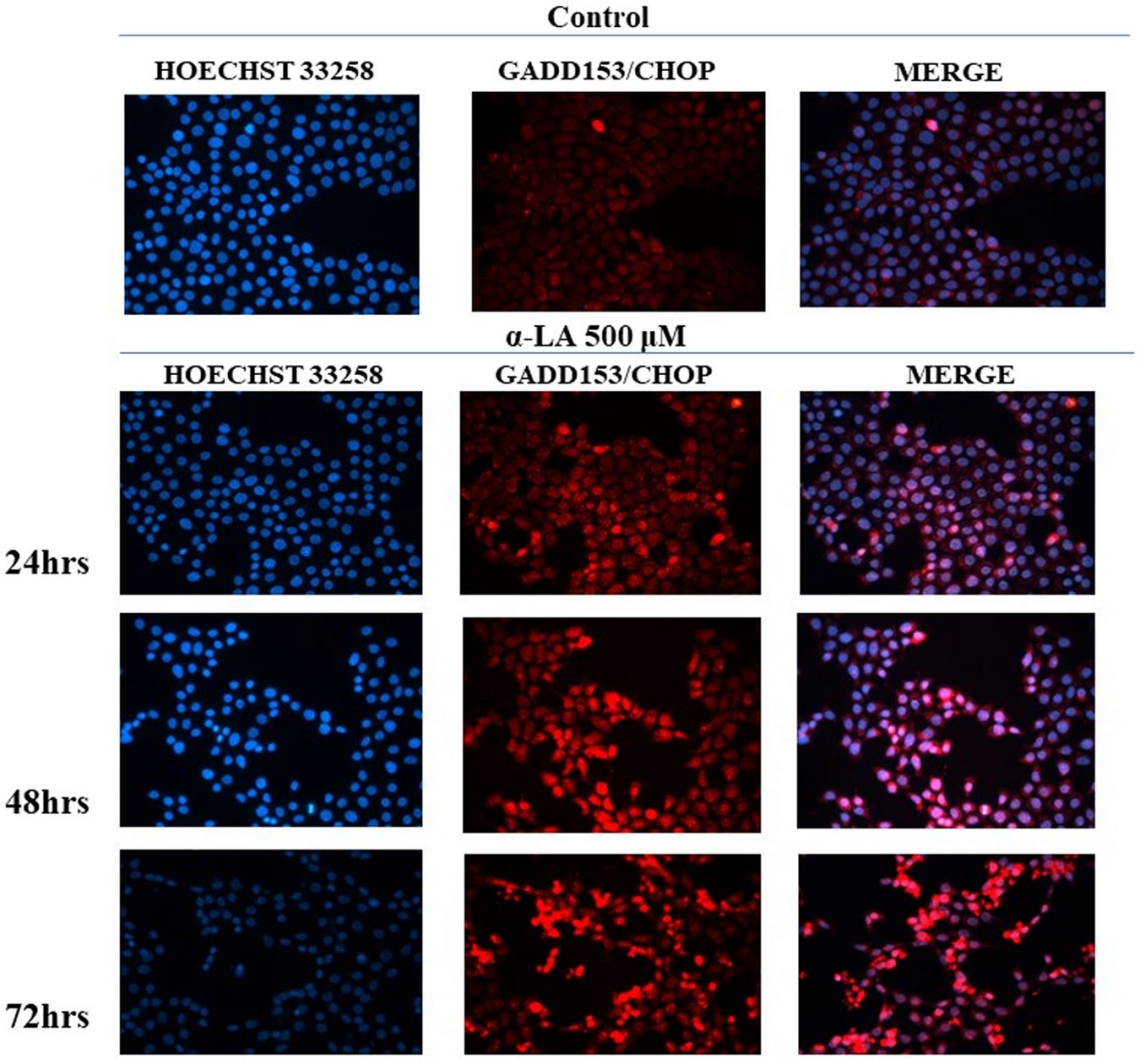
Analysis of GADD153/CHOP in rat FaO hepatoma cells after exposure to 500 uM α-LA by immunofluorescence. FaO cells were subjected to Hoechst 33258 nuclear staining or GADD153/CHOP staining after exposure to 500 uM α-LA for 24, 48 and 72 hours. Assay was performed in quadruplicate.

### α-LA activates UPR in FaO cells

The UPR is controlled by three distinct sensors, PERK, ATF6 and IRE1, associated to BIP/GRP78 in their inactive form. PERK is a transmembrane protein, which, once activated by oligomerization and auto-phosphorylation, mediates phosphorylation of eIF2α and induction of GADD153/CHOP, which, in turn, upregulate the transcription of GADD34. As shown in Fig. 7A, 500 µM α-LA induced an increase in phospho-PERK and eIF2α proteins, which peaked at 42 and 48 hours, respectively. As to ATF6, it is known that once it dissociated from GRP78, it is transported to the Golgi apparatus to be proteolytically cleaved. Then, the cleaved ATF6 (p50ATF6) translocates to the nucleus, where transactivates genes encoding for ER chaperones, such as GRP78, and proteins involved in ER-Associated Degradation (ERAD)^26,27^. Hereby, ATF6 activation helps the cells to cope with accumulating unfolded proteins, thus preserving their viability during ER stress. As shown in Fig. 7A, treatment with 500 µM α-LA caused a progressive decline in cleaved ATF6 protein levels. Finally, we evaluated whether also the IRE1 pathway could contribute to α-LA-induced apoptosis. It is well known that among the activities related to IRE1 activation there are the processing of unspliced XBP1 mRNA (u-XBP1), resulting in an active form (s-XBP1) encoding the bZIP transcription factor XBP1^41^, and phosphorylation of JNK^42^. Thus, the processing of XBP1 and the phospho-JNK protein levels were analyzed. XBP1 processing was evaluated by RT-PCR using oligonucleotides that flanked the splice site in the XBP1 mRNA. As shown in Fig. 7D, α-LA treatment was associated to an increasing processing of XBP1 mRNA, from 30 up to 48 hours, while it was evident as early as 1 hour after administration of TG, a known inducer of XBP1 splicing (Fig. 7D). Furthermore, Western blotting analysis showed that activated phosphorylated IRE1 protein increased starting from 30 hours after treatment while phospho-JNK protein was detected as early as 24 hours (Fig. 7B), possibly due to its involvement in other different pathways which contributed to its activation. α-LA-mediated cell death of hepatoma cells has been associated to ROS production (14) which determines alteration of the intracellular redox state. This is responsible of UPR induction due to dysregulation in protein folding. Accordingly, as shown in Fig. 7C, alteration of intracellular redox state in FaO cells resulted associated to a progressive and persistent increased expression of PDI family involved in UPR triggering. Among PDI proteins, we found a progressive increase in PDI and ERp72 protein expression, and a decrease of ERp57 and calnexin^43^ protein expression except for an unexpected increase at 42 and 30 hours, respectively.

**Figure 7:**
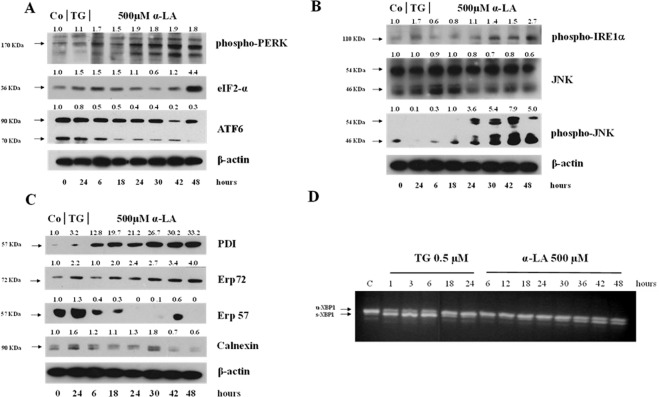
Analysis of PERK, IRE1 and ATF6 pathways and PDI proteins involved in UPR activation. Western blot analysis of (**A)** phospho-PERK, eIF2-α and ATF6, **(B)** phospho-IRE1α, total JNK and phospho-JNK (**C**) PDI, Erp72, Erp57 and calnexin in rat FaO hepatoma cells treated with 500 µM α-LA from 6 up to 48 hours. β-actin was used as loading control. For densitometric analysis specific protein expression was normalized to β-actin expression and values (reported over each band) have been expressed as fold change respect to control. Each lane represents a pool of three individual samples. TG: Thapsigargin. **(D)** Splicing of XBP-1 in rat FaO hepatoma cells after exposure to 0,5 uM TG from 1 up to 24 hours or 500 μM α-LA from 3 up to 48 hours. The data are representative of three different individual experiments.   Images (**A**–**D**) have been cropped for clarity with full blot presented in Supplementary Fig. 7.

### α-LA induces ER stress in HepG2 cells through upregulation of UPR

To confirm the involvement of ER stress in apoptosis α-LA-mediated in hepatoma cells, Western Blot analysis was performed on a human cell line, HepG2, upon treatment with 500 µM α-LA from 6 to 48 hours. As already observed in FaO cells, PERK, IRE1 and ATF6 exhibited a general upregulation trend in HepG2 cells (Fig. 8A). Downstream, GADD153/CHOP and phospho-eIF2α were upregulated up to 48 and 42 hours, respectively, while GADD34 showed a persistent and stable expression over the time (Fig. 8A). In addition, while GRP78 expression tended to be constant and sustained over the time, GRP94 levels showed a slightly decrease from 24 up to 30 hours and a roughly decreased thereafter. Finally, the IRE1-dependent slightly increased expression of Apoptotic Signaling Kinase1 (ASK1), observed at 18 and 30 hours, and of its downstream target^25^ phospho-JNK, from 6 up 30 hours, were detected, implicating that the persistent induction of IRE 1 is responsible of a proapoptotic response (Fig. 8A).

**Figure 8:**
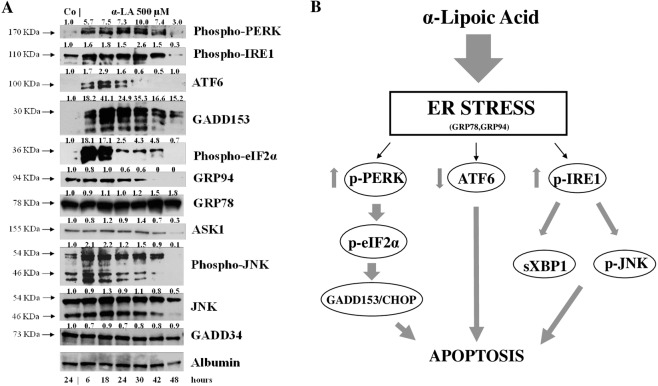
α-LA induces ER stress in hepatoma cells. (**A**) Western analysis of key players in UPR after treatment of HepG2 with 500 µM α-LA from 6 up to 48 hours. Albumin was used as loading control. For densitometric analysis protein expression was normalized to Albumin expression and values (reported over each band) have been expressed as fold change respect to control. Each lane represents a pool of three individual samples. (**B**) Schematic representation of α-LA-mediated apoptosis in hepatoma cells. Western blot images (**A**) have been cropped for clarity with full blot presented in Supplementary Fig. 8.

## Discussion

The natural occurring antioxidant α-LA has been found able to selectively induce cell death in several cancer cell lines^44–46^. Accordingly, we have previously shown that 500 µM α-LA inhibits cell proliferation and induces mitochondria-mediated apoptosis in hepatoma cells, preceded by ROS production and activation of p53^14^. Increased intracellular ROS levels have been associated to activation of ER stress and UPR pathways which, due to the cell death inducing effect associated to their prolonged activation, have been regarded as potential anticancer targets^47,48^. In the present study, we have provided evidence that ER is involved in α-LA-induced apoptosis in hepatoma cells. We have utilized a systems biology approach in order to analyze α-LA action not only on single gene/protein, but also at pathways and network levels. 

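The number of probes changed at least 2-fold against the mean of the controls, among the 5060 probes counted, was 16 at 6 h, 356 at 18 h, 391 at 24 h, 426 at 30 h, 533 at 42 h, 531 at 48 h and 502 at 72 h. Higher probes made up 155 of these at 18 h, 246 at 42 h and 226 at 72 h, and lower ones 201, 287 and 276. Cell division genes accounted for some of the largest late falls. Ccna2, the gene of cyclin A2, fell by 3.14 on the log2 scale in the late group (standard error 0.22, adjusted p = 1.5e-06 from limma), and Rrm2, a subunit of ribonucleotide reductase, by 2.95. Hmgn2, a nucleosome-binding protein, fell by 2.22 in the early and by 2.79 in the late group. These counts come from 1 array per time and carry no test.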

Gene expression analysis on FaO cells treated with 500 µM α-LA have revealed that although no major differences were observed between untreated and 6 hours treated cells, the total number of significantly modified genes increased progressively from 18 up to 72 hours after α-LA treatment (Table II Supplementary data). 

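Several ER stress genes had their highest values on the arrays of 42 and 48 h. Dnajb9 was at 1.76-fold at 18 h, 7.29-fold at 42 h, 7.00-fold at 48 h and 3.08-fold at 72 h. Manf, a secreted ER protein, was at 1.26-fold, 2.79-fold, 2.62-fold and 1.57-fold at these times, and Herpud1 at 1.65-fold, 3.03-fold, 3.19-fold and 1.35-fold. In the late group Manf rose by 1.17 (standard error 0.18, adjusted p = 0.00035 from limma) and Herpud1 by 1.23 on the log2 scale (standard error 0.28, adjusted p = 0.0045 from limma). Gdf15 ran differently, at 10.1-fold at 18 h, 9.04-fold at 42 h and 10.5-fold at 72 h, and Creb3l3, which encodes an ER-bound transcription factor, was at 6.44-fold at 18 h, 5.51-fold at 42 h and 5.30-fold at 72 h.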

Among those genes, there were those related to ER stress and UPR response, most of which were found progressively upregulated, reaching a peak between 42 and 48 hours (Fig. 2B). It is known that under persistent ER stress, shifting from the pro-survival to the pro-apoptotic role of UPR is usually accompanied by increased expression of GADD153/CHOP, the major regulator of ER stress-related apoptosis^26^. Thus, the activation of *Perk* and *Gadd153/Chop* genes (Supplementary Fig. 1A,B), with the latter being detected as early as 6 hrs (Table I, Supplementary data), observed in FaO cells aids our hypothesis that ER stress and UPR response are involved in α-LA-mediated apoptosis. Indeed, analysis of GADD153/CHOP network (Fig. 3A,B) showing activation of its target genes *Trib3*^37,38^ and *Hmox1*^39^, further supported our hypothesis. Despite increased *Grp78* mRNA levels, immunofluorescence analysis of protein expression showed no appreciable modifications of GRP78 and GRP94 chaperones between controls and α-LA treated cells (Fig. 4D). On the opposite, an increasing expression of GADD153/CHOP (Fig. 4D) and its consequent nuclear translocation (Fig. 4C) to activate the transcription of target genes, such as *Gadd34*, was observed. 

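On the 6 h array the signal of Ddit3 was 1202, against 679.5 on the highest of the 3 control arrays. The median log2 change of the 21 genes of the branch was 0.17, at percentile 99.97 of matched random lists, and that of 18 genes of amino acid synthesis and transport was 0.18, at percentile 99.96. Cebpb was at 1.89-fold and Atf4 at 1.09-fold. The median of 20 genes of ER-associated degradation was -0.05, at percentile 14.8. The median of 24 hepatocyte secreted proteins was -0.13, at percentile 0.08, and those of G2 and mitosis and of S phase genes lay further below 0. Because 6 h is covered by a single array, these values have no replicate check. The percentiles take no account of the correlation between the genes of a list.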

From these data it emerges that, after α-LA treatment, modification of *Gadd153/Chop* gene expression is an early event (starting from 6 hours) (Table I Supplementary data) which is preceded by modification of intracellular ROS levels, as previously demonstrated^14^. Then, starting from 24 hours, increased levels of GADD153/CHOP protein, which preceded the loss of FaO cell viability (Fig. 1A,B), were observed. Moreover, a persistent overexpression of PDI family proteins, such as PDI and Erp72 (Fig. 7C), was found, further supporting the role of ER in the induction of α-LA-mediated apoptosis. Indeed, while initially upregulation of PDI proteins has a protective function aimed to restore normal cell homeostasis, persistent ER stress causes their release from ER followed by their interaction with pro-apoptotic proteins, such as Bak, and induction of Mitochondrial Outer Membrane Permeabilization^29^. Next, we have examined the regulation of the three UPR branches which have also been reported to be involved in the adaptability to ER stress and evasion from apoptosis of cancer cells, thus allowing them to maintain malignancy. Opposite, chronic ER stress causes UPR-mediated apoptosis of cancer cells^22^. To analyze the role of the three branches of UPR in α-LA-induced apoptosis, protein expression analysis was performed in FaO and HepG2 hepatoma cells. In both cell lines, the chaperone GRP78 showed a constant sustained expression in both treated and untreated cells overtime. Under ER stress, GRP78, which originally binds to the luminal domain of the three ER transducers sensors, IRE1, PERK and ATF6, dissociates from them allowing IRE1- PERK- and ATF6-mediated UPR in order to maintain and restore ER homeostasis^22^. However, if ER stress is prolonged so that UPR is unable to cope with unfolded proteins, UPR is promoted to trigger an apoptotic response through the same signaling pathways (ATF6-, PERK- and IRE1-dependent)^22^. Accordingly, our data have shown that induction α-LA treatment led to PERK and IRE1 pathways activation which contribute to ER stress-mediated apoptosis through: i) the induction of GADD153/CHOP, ii) the activation of XBP-1 and iii) the phosphorylation of JNK. Opposite, the anti-apoptotic ATF6 pathway, which was shown to enhance tumor cell survival through activation of the Rheb-mTOR signaling pathway^49^ or by induction of GRP78 expression^25^, has resulted inhibited. Summarizing, together with our previous results^14^, the present data suggest that α-LA-induced apoptosis of hepatoma cells occurs, at least in part, by ER stress activation and is regulated via distinct UPR signaling pathways. The outline of our current hypothesis is illustrated in Fig. 8B. Induction of ER stress by α-LA results in the activation of PERK pathway which, in turn, triggers GADD153/CHOP leading to apoptosis. In addition, ER stress induces apoptosis through activation of IRE1 pathway, which acts via JNK phosphorylation and activation of XBP-1, and by inhibition of the ATF6-mediated pro-survival pathway. Our data are in agreement with those obtained from previous studies suggesting that under prolonged ER stress conditions, PERK and IRE1 signaling can trigger cell death^50^. High levels of GRP78 are usually considered to be a marker of cell survival so that this ER stress chaperone usually resulted upregulated in cancer cells compared to normal ones^51,52^. One of the major functions of GRP78 is the protection against stress-induced apoptosis by suppression of CHOP induction, which mediates the apoptotic arm of the UPR^53^. Accordingly, in our experimental condition GRP78 showed a sustained and constant expression in both treated and untreated hepatoma cells, whereas, after α-LA treatment, increasing expression levels of CHOP, overwhelm the GRP78 protective activity, ultimately leading to apoptosis. In this scenario, pro-survival GRP78 and pro-apoptotic GADD153/CHOP are key opposing actors involved in ER stress response α-LA-mediated in hepatoma cells. These findings suggests that α-LA is able to induce ER stress-mediated apoptosis in hepatoma cells as a consequence of the aggravation of a pre-existing ER stress condition related to redox imbalance, while it does not exert any toxic effect on normal hepatocytes^54^, which are likely expected to be exposed to very low levels of ER-inducing agents. On these premises, α-LA might represent a useful tool to exceed tumor cells adaptive capacity to ER stress, by inhibiting the ER stress-dependent pro-survival pathway. Nevertheless, it should be emphasized that while in some contexts the use of α-LA can be beneficial, in others it can be detrimental. Indeed, also normal cells exposed to different conditions leading to UPR, could suffer of ER stress aggravation under α-LA exposure and undergo cell death. In agreement with the latter hypothesis, it was previously shown^54^ that α-LA aggravates liver injury and promotes the growth of preneoplastic lesions in a rat model of hepatocarcinogenesis that, similarly to human HCC development, is characterized by fatty change and hepatocyte injury^55,56^. In conclusion, to the best of our knowledge, this study shows for the first time the involvement of ER stress response in α-LA-induced apoptosis in hepatoma cells. Data here reported suggest that in the presence of ER stress, α-LA acts as ER stress aggravator (ERSA)^57^. These compelling evidences suggest that α-LA might represent a useful tool to counteract chemoresistance of liver tumor cells even in association with other chemotherapeutic agents. Anyway, it is important to underline that, since α-LA is widely used in clinic as antioxidant additional studies *in vivo and in vitro* are needed to verify the potential role of α-LA as ER stress aggravator in pathological conditions characterized by ER stress, such as, fatty liver disease, insulin resistance, hepato-steatosis, nonalcoholic steatohepatitis (NASH), all disorders that increase risk of hepatocarcinogenesis^58^.

## Methods

### Cell lines

The rat hepatoma cell line, FaO, and the hepatocarcinoma cell line, HepG2, were supplied by Interlab Cell Line Collection (Servizio Biotecnologie, IST, Genova, Italy), and maintained, respectively, in Dulbecco’s medium (DMEM plus Glutamax I) (Invitrogen) and supplemented with penicillin, streptomycin and 10% heat-inactivated fetal calf-serum (FCS) (Invitrogen) in a humidified atmosphere of 5% CO_2_/95% air, at 37 °C. α-Lipoic Acid (α-LA) and Thapsigargin (TG) were purchased from Sigma (Sigma-Aldrich, Milano, Italy). α-LA, dissolved in sodium hydroxide NaOH 1 N and neutralized in medium, and TG dissolved in DMSO, were added to the culture media to the final concentrations specified in the text.

### Morphological assessment of apoptosis

Morphological assessment and detection of apoptotic cells was performed using Hoechst 33258 (Invitrogen) staining. FaO cells (2 × 10^5^ cells/well) were plated in chamber-slides (Lab-Tek Chamber, NUNC, NewYork, USA) and cultured in the presence or absence of α-LA. After treatment, the cells were fixed with 2% paraformaldehyde and stained with Hoescht 33258. Stained cells were visualized under a Leica DM2000 fluorescence microscope and images were acquired with a digital camera Leica DCF420C.

### Immunofluorescence Assay for GADD153/CHOP and GRP78

Treated FaO cells were grown on chamber slides, as described above, and were fixed with methanol and incubated with GRP78 antibody (abcam, Cambridge, UK) (1:900 in PBS-5%BSA) or with GADD153/CHOP (Santa Cruz, Biotechnology Inc., CA, USA) (1:400 in PBS-5%BSA). Following incubation with appropriate secondary antibody, the nuclei cells were stained with Hoechst 33258. Stained cells were observed using a Leica DM2000 fluorescence microscope and images were acquired with a digital camera Leica DCF420C.

### mRNA expression profile

RNA was isolated from FaO cells with TRIzol reagent (Invitrogen). For gene expression profile, 500 ng of RNA was amplified (Illumina TotalPrep Amplification Kit), labelled and hybridized on Illumina microarray (RatRef-12V1 BeadsChips, Illumina Inc. San Diego, CA, USA) including 21.791 gene specific oligonucleotide probes. The intensity files were loaded into the Illumina BeadStudio 3.0.19.0 software (Illumina Inc, San Diego, CA, USA) and BRB Assay Tools (Version 4.2.0) for quality control and gene expression analysis. The quantile normalization algorithm was applied on the dataset. Only genes, with a detection p-value <0.05 whose expression differed by at least 1.5 folds from the median in at least 20% of the arrays and characterized by 50^th^ percentile intensities greater than 300, were retained. According to these criteria, 7022 expressed transcripts out of 21791 were considered as detected. Raw Microarray data have been deposited in the Gene Expression Omnibus (GEO) website (http://www.ncbi.nlm.nih.gov/geo/info/linking.html) with Accession Number GSE59164.

### Pathway analysis

Genes were submitted to the Ingenuity Pathway analysis (IPA) analysis pipeline, to examine the bio logical network associated with the LA treatment from 6 up to 72 hours. IPA software (http://www.ingenuity.com) used manually curated database which contain information from several sources including published journal papers and gene annotation databases. Analysis of “Pathways and Function” was based on the number of genes significantly dysregulated (fold difference cut off ±2.0).

### Gene expression analysis

RNA (2 µg) was reverse transcribed using High Capacity cDNA Reverse Transcription Kit (Life Technologies). Real time PCR was performed in a 7300 Real-Time PCR System (Life Technologies). The amplification mixture contained 20 ng of cDNA, 5 µl 2X TaqMan Gene Expression PCR Master mix (Life Technologies) and 0,5 µl of specific 20X TaqMan Gene Expression Assay (Rn00565250_m1 for Hspa5/GRP78, Rn00891854-m1Pirir15/GADD34 and Rn00595314_m1 Trib3, Life Technologies). All samples were analyzed in triplicate and β-actin gene expression (Life Technologies) was used as housekeeping control for possible differences in cDNA amount. The relative gene expression was calculated according to the 2^−ΔΔCT^ method using the untreated cells as control.

### Splicing analysis of XBP1

cDNA was PCR amplified using the following primers: 5′AAACAGAGTAGCAGCACAGACTGC-3′ AND 5′CCTTCTGGGTAGACCTCTGGGAG-3′ as forward and revers primers respectively. The PCR reaction mix contained 50 ng of cDNA, 100 µM deoxynucleeosidetriphosphatases dNTPs, 1.5 mmol/L MgCl_2_, 2U of Platinum Taq DNA Polymerase (Life Technologies) and 5 pmol of each primer; the final volume was adjusted to 25 µl. PCR was carried out at 95 °C for 30 seconds, at 58 °C for 30 seconds, and 72 °C for 30 seconds in a GeneAmp PCR System 9700 (Applied Byosystems) for a total of 40 cycles: Quality analysis of PCR amplifications were assessed by loading the reaction products on ethidium bromide stained 2.4% agarose gels.

### Western Blot analysis

Both FaO and HepG2 cells were lysed in RIPA lysis buffer (1X PBS, 1% IGEPAL, 0.5% sodium deoxycholate, 0.1% SDS) plus the protease inhibitors 300 µg/ml aprotinin, 100 µg/ml sodium orthovanadate and 100 µg/ml phenylmethylsulfonylfluoride (PMSF) (Sigma) for 30 min at 4 °C. Protein Hercules, CA). Protein concentration was determined according to Bradford^59^. The densitometric analysis was performed by using ImageJ, normalized relative to their respective loading control band (actin for FaO cell proteins and Albumin for HepG2 cell proteins). Value are expressed as fold change respect to control value (1.00). For more details see Supp. Methods.

### Statistical analysis

Instant software (GraphPad Prism4, San Diego, CA) was used to analyze the data. One-way analysis of variance (ANOVA) with post hoc analysis using Tukey’s multiple comparison test was used for parametric data. The results of multiple observations were presented as the means ± S.D. of at least 3 separate experiments. A *p* value of <0.05 was considered statistically significant.

## Supplementary information

Supplementary information.

## Data Availability

All data generated and analysed during this study are included in the published article and its Supplementary information file.

# Supplementary material for: α-Lipoic acid induces Endoplasmic Reticulum stress-mediated apoptosis in hepatoma cells
**Source:** Sci Rep. 2020 Apr 28;10:7139. doi: 10.1038/s41598-020-64004-5
**Supplement:** Supplementary file 1 — Supplementary information.

Supplementary Information

α -Lipoic acid induces Endoplasmic Reticulum stress-mediated apoptosis in hepatoma cells

Pibiri M¹, Sulas P¹, Camboni T², Leoni VP¹, Simbula G^{1*}

Italy

Supplementary Figure 1

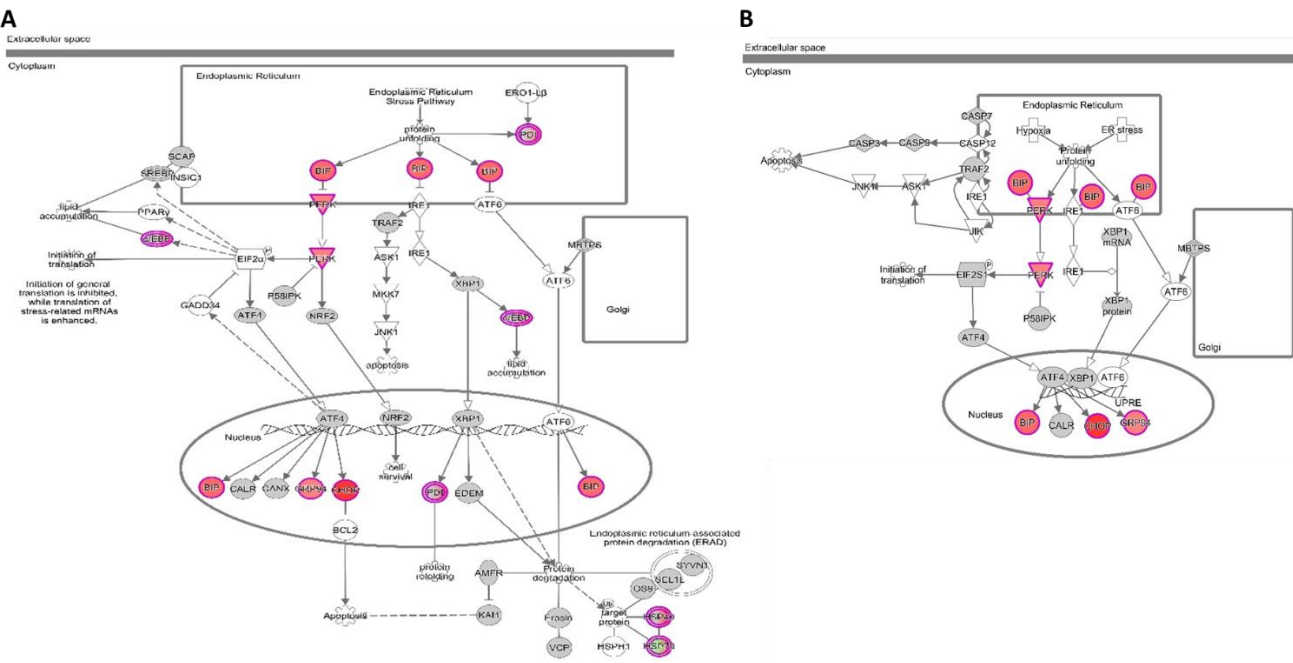

Supplementary Figure 2

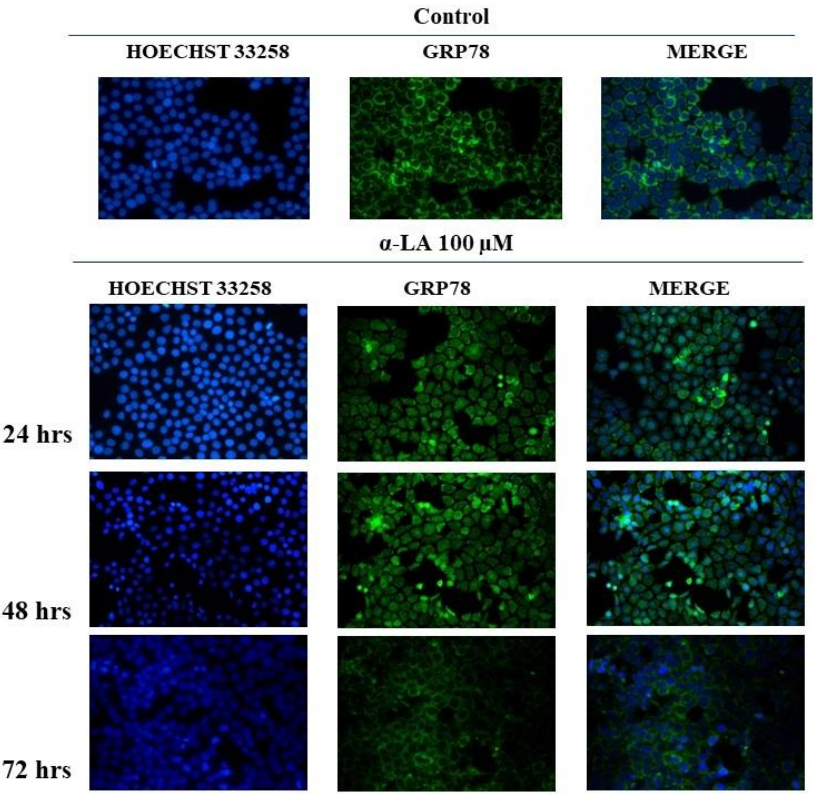

Supplementary Figure 3

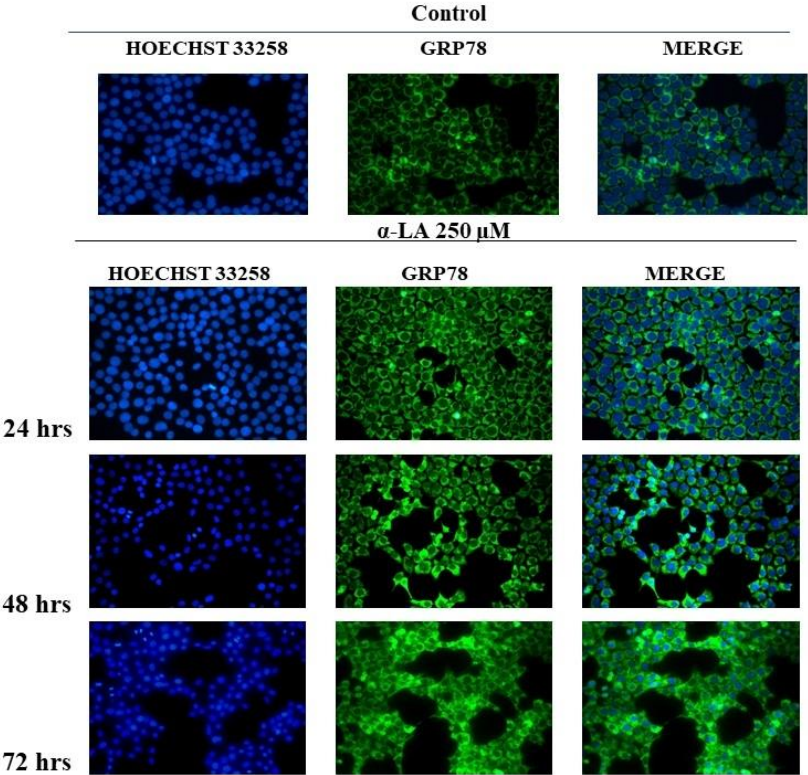

Supplementary Figure 4

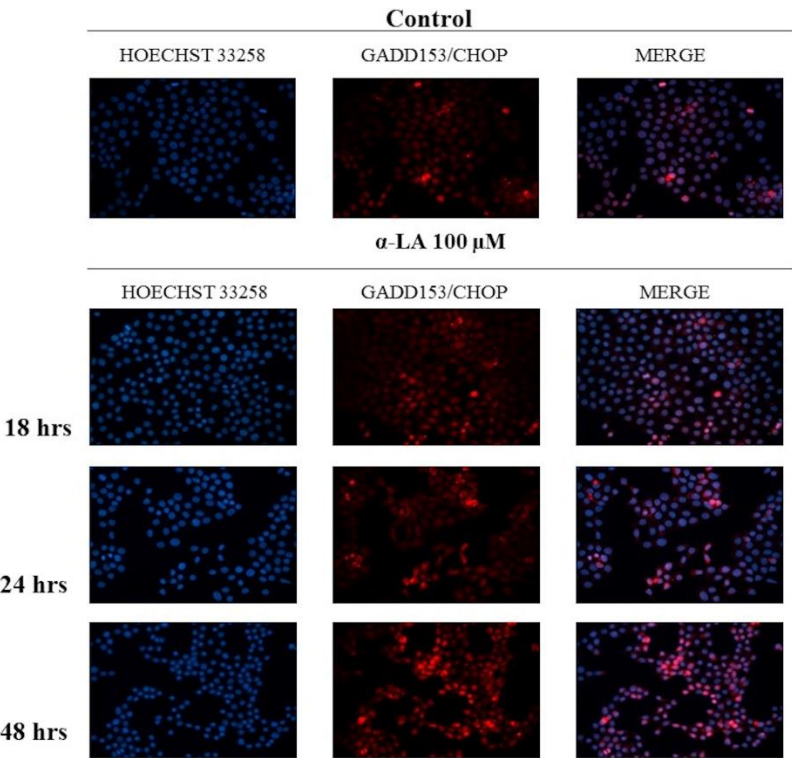

Supplementary Figure 5

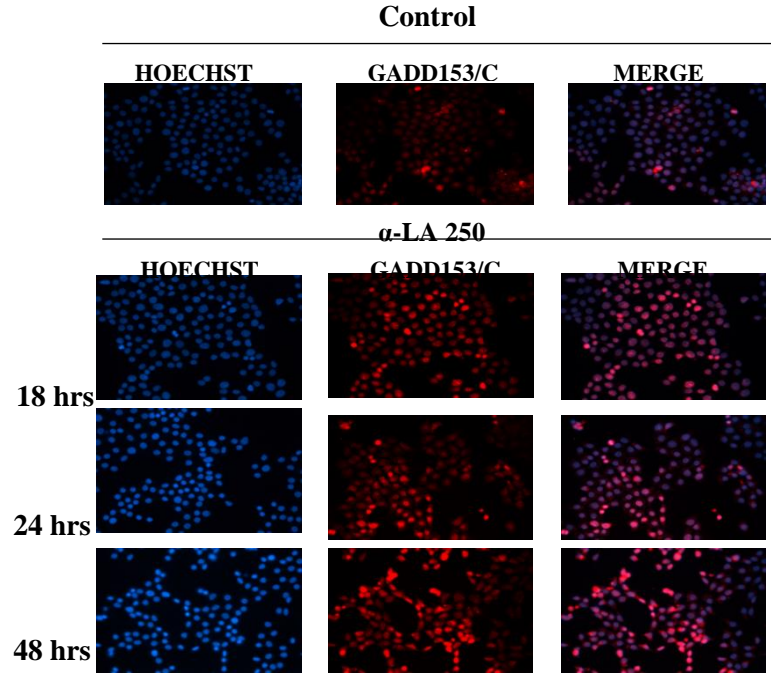

Supplementary Figure Legends

Figure 1

Gene expression profiling in α -LA -treated FaO cells (A-B) UPR and ER stress pathways after 48 hrs α -LA-treatment. Genes were coloured based on their expression (Red for up-regulated genes; Green for downregulated genes). Data were analyzed through the use of IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis>).

Figure 2

Immunofluorescence analysis of GRP78 in rat FaO hepatoma cells. FaO cells were subjected to Hoechst 33258 (nuclear stain) or GRP78 staining after exposure to 250 μ M α -LA for 24, 48 and 72 hours. Assay was performed in quadruplicate.

Figure 3

Immunofluorescence analysis of GRP78 in rat FaO hepatoma cells. FaO cells were subjected to Hoechst 33258 nuclear stain or GRP78 staining after exposure to 100 μ M α -LA for 24, 48 and 72 hours. Assay was performed in quadruplicate.

Figure 4

Immunofluorescence analysis of GADD153/CHOP in rat FaO hepatoma cells. FaO cells were subjected to Hoechst 33258 (nuclear stain) or GADD153/CHOP staining after exposure to 250 μ M α -LA for 24, 48 and 72 hours. Assay was performed in quadruplicate.

Figure 5

Immunofluorescence analysis of GADD153/CHOP in rat FaO hepatoma cells. FaO cells were subjected to Hoechst 33258 (nuclear stain) or GADD153/CHOP staining after exposure to 100 μ M α -LA for 24, 48 and 72 hours. Assay was performed in quadruplicate.

Supplementary information Methods

Western blot: for immunoblotting analysis, equal amounts of proteins were electrophoresed on SDS 8%, 12% or 15% polyacrilamyde gels and blotted. After gel electrotransfer onto nitrocellulose membranes, to ensure equivalent protein loading and transfer in all lanes, the membranes were stained with 0.5% (w/v) Ponceau S red (ICN Biomedicals) in 1% acetic acid for 5 min. After blocking in TBS containing 0.5% Tween 20 (Sigma) (TBS-T) and 5% non-fat dry milk for 1 hour at room temperature or overnight at 4° C, membranes were washed in TBS-T and incubated with the appropriate primary antibodies diluted in blocking buffer. Whenever possible, the same membrane was used to detect the expression of different proteins. Depending on the origin of primary antibody, filters were incubated with anti-mouse, anti-goat or anti-rabbit horseradish peroxidase-conjugated IgG (Santa Cruz Biotechnology, Santa Cruz, CA). Immunoreactive bands were identified by chemiluminescence detection system, as described by the manufacturer (Supersignal Substrate, Pierce, Rockford, IL). For immunoblotting experiments the following antibodies were used: mouse monoclonal anti-actin (clone AC-40)(Sigma), anti-ATF6 (clone 70B 1413.1) (Imgenex, San Diego, CA), anti-GADD153/CHOP (Santa Cruz Biotechnology), anti-Albumin (Bethyl Laboratories Inc., USA), rabbit polyclonal anti-SAPK/JNK (Cell Signalling), rat polyclonal anti-Phospho-SAPK/JNK (Cell Signalling), anti-GRP94 (Cell Signaling Technology, Beverly MA) and GRP78/Bip (abcam, Cambridge, UK), rabbit monoclonal anti-phospho-PERK (thr980) (Cell Signaling Technology), anti-eIF2 α (phospho S51) (abcam), anti-ASK1(abcam), anti-IRE1(phosphor S724)(abcam), anti-Erp72 (Cell Signalling), anti-Erp57(Cell Signalling), anti-PDI(Cell Signalling), anti-GADD34 (SantaCruz) and anti-calnexin (Cell Signalling) were used as primary antibody. Depending on the origin of primary antibody, filters were incubated with anti-mouse, anti-goat or anti-rabbit horseradish peroxidase-conjugated IgG (Santa Cruz Biotechnology, Santa Cruz, CA). Immunoreactive bands were identified by chemiluminescence detection system (Supersignal Substrate, Pierce, Rockford, IL).

Supplementary figure 6. Uncropped blots of Figure 4D

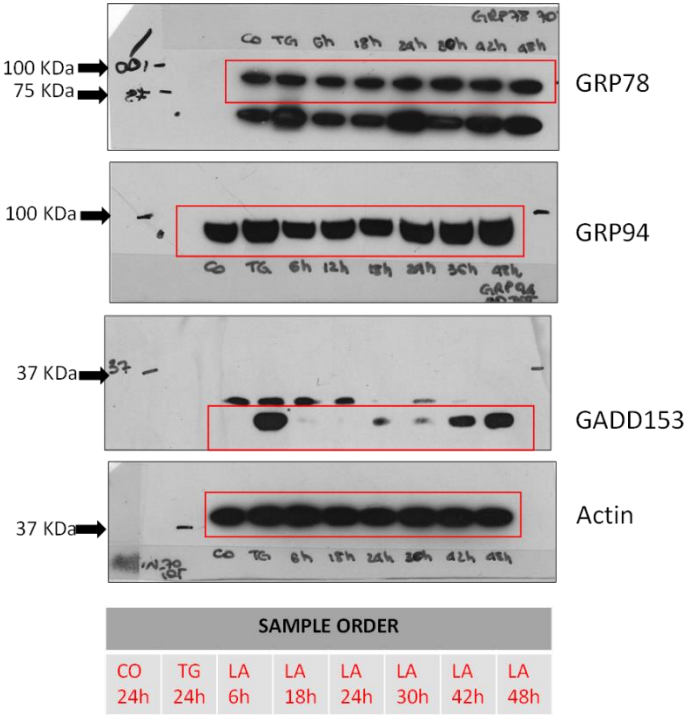

Figure 4D

Supplementary Figure 7. Uncropped Figure 7A

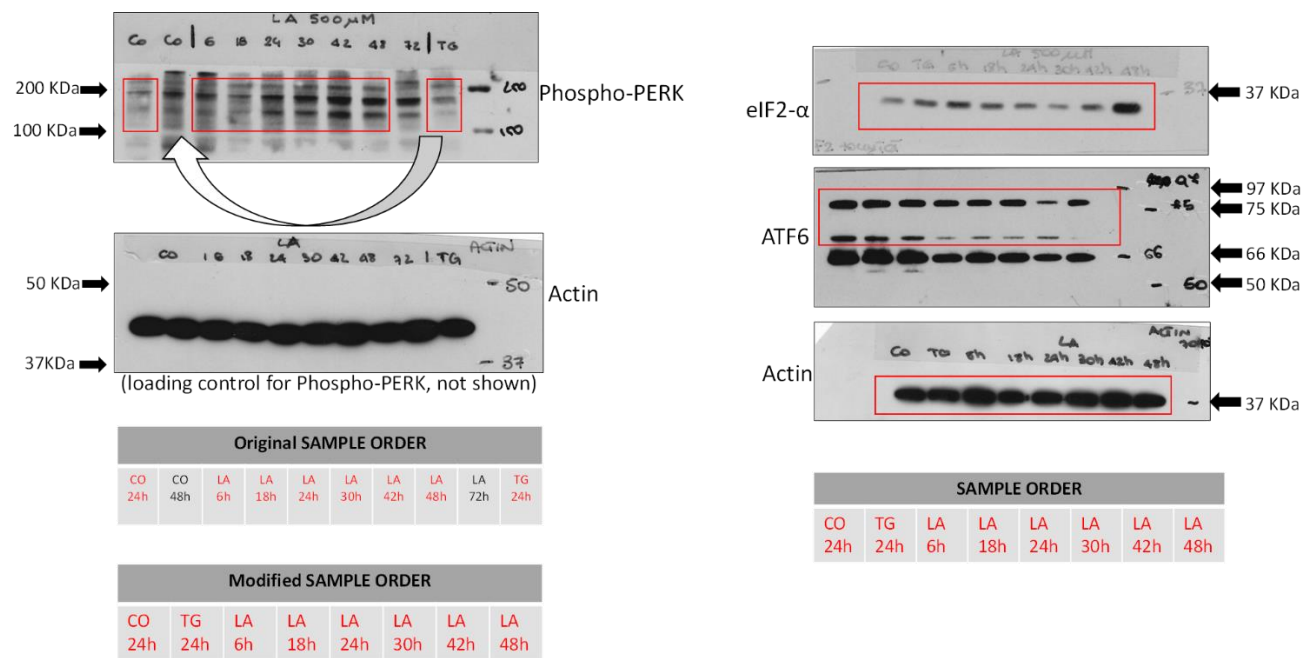

Supplementary Figure 7: Uncropped figure 7B and 7C

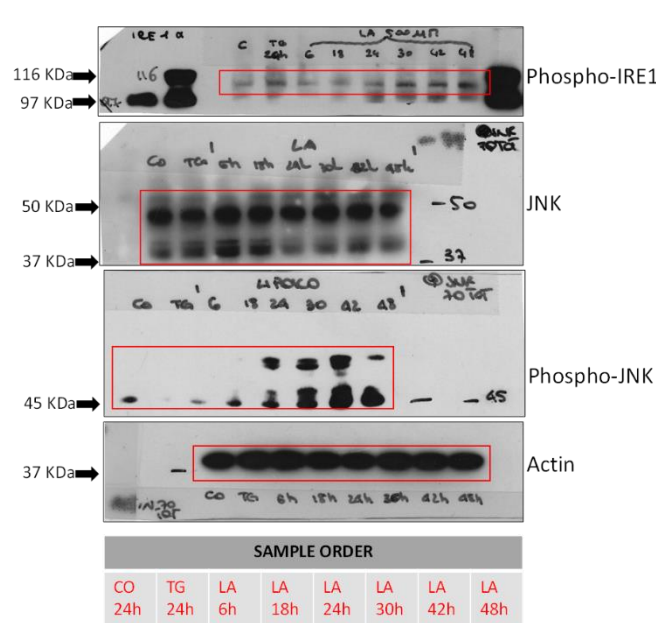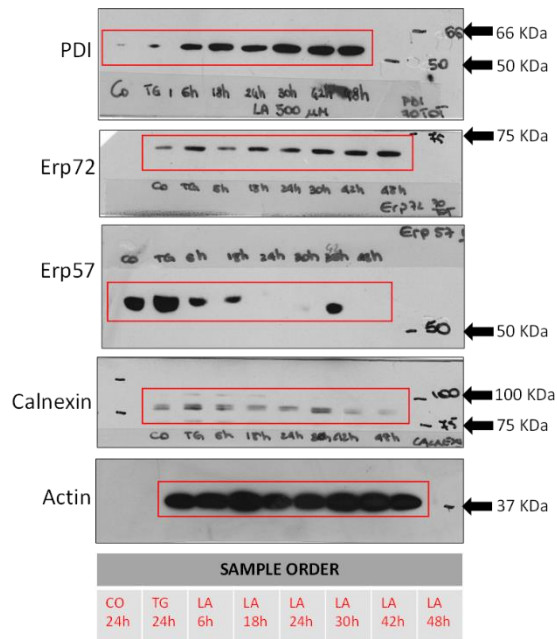

Supplementary Figure 7. Uncropped Figure 7

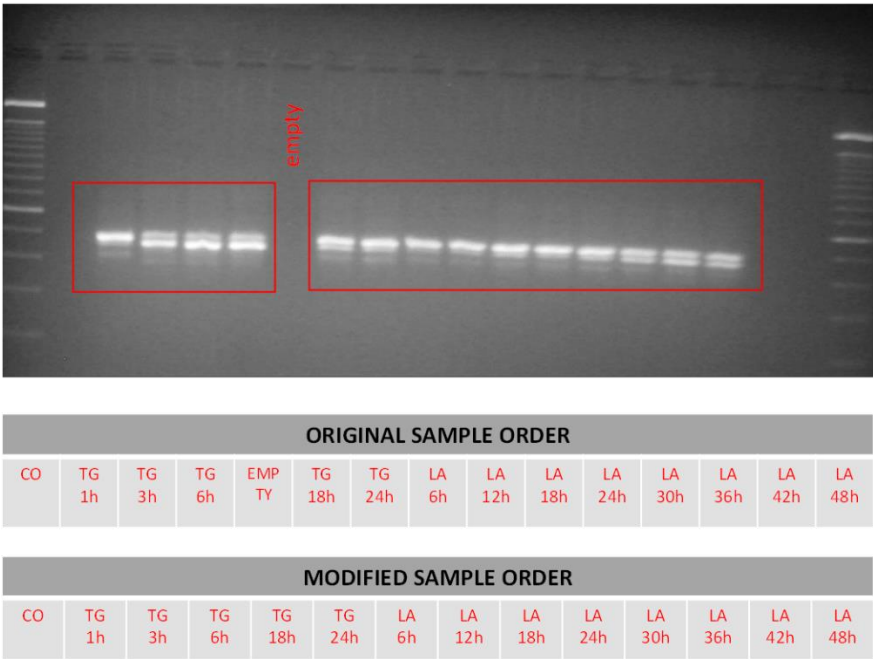

Figure 7D

Supplementary Figure 8. Uncropped Figure 8

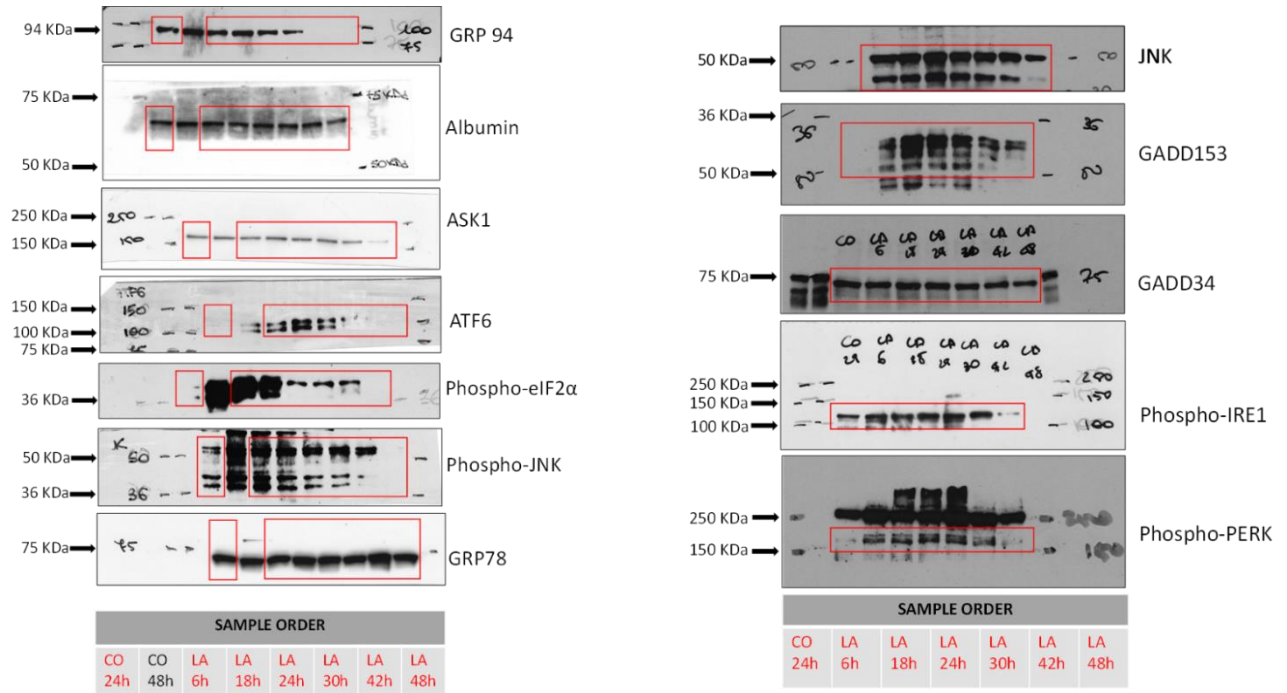

Figure 8A

Table I: Genes differentially expressed in each step compared to controls

UniqueID	Symbol	FC α -LA<br>6h	FC α -LA<br>18h	FC α -LA<br>24h	FC α -LA<br>30h	FC α -LA<br>42h	FC α -LA<br>48h	FC α -LA<br>72h
ILMN_1368089	Rrm2_mapped	-1.31	-5.56	-2.43	-3.27	-7.63	-4.16	-14.94
ILMN_1353596	Ccna2	-1.41	-4.83	-3.39	-3.54	-8.74	-6.15	-12.23
ILMN_1363828	Pck1	-2.87	-8.03	-11.73	-11.71	-9.93	-12.06	-12.07
ILMN_1375974	Cdca1_predicted	-1.27	-4.26	-3.09	-3.74	-8.2	-5.38	-11.58
ILMN_1364291	Spbc24_predicted	-1.02	-3.44	-3.2	-2.76	-5.86	-3.75	-11.07
ILMN_1359510	Ns5atp9	-1.27	-5.57	-3.94	-3.42	-6.14	-4.32	-10.74
ILMN_1371503	RGD1561694_predicted	-1.3	-5.01	-2.76	-5.22	-6.66	-4.99	-9.59
ILMN_1371599	Aldh1a4	-1.28	-7.43	-12.19	-13.46	-9.97	-13.69	-8.87
ILMN_1372675	Hmgb2	-1.21	-4.42	-3	-4.56	-6.73	-4.59	-8.81
ILMN_1358998	Aurkb	-1.46	-3.84	-2.7	-2.96	-5.64	-4.54	-8.74
ILMN_1376705	Cdca1	-1.4	-4.15	-2.93	-3.34	-6.87	-5.15	-8.63
ILMN_1359126	Prc1_predicted	-1.37	-3.64	-2.41	-2.65	-7.6	-5.12	-8.6
ILMN_1355582	Kifc1	-1.11	-3.1	-1.91	-2.58	-5.75	-4.02	-8.24
ILMN_1351744	Nusap1_predicted	-1.3	-4.94	-2.44	-4.05	-7.32	-4.95	-8.03
ILMN_1358490	Cdc2a	-1.13	-2.78	-1.64	-1.95	-6.03	-3.75	-8.01
ILMN_1351955	Hmgn2	-1.52	-5.56	-3.5	-5.48	-6.77	-6.38	-7.99
ILMN_1354271	Pole2_predicted	-1.39	-3.64	-3.48	-3.54	-6.38	-5.06	-7.89
ILMN_1366651	Fmo1	-1.56	-4.85	-5.88	-9.27	-6.38	-7.82	-7.81
ILMN_1371160	Traf4af1	-1.04	-2.16	-2.07	-2.4	-7.22	-4.72	-7.8
ILMN_1350338	Gc	-1.24	-1.8	-1.83	-2.81	-5.8	-6.45	-7.6
ILMN_1349269	Sgk	-2.2	-5.35	-4.81	-6.28	-4.75	-6.41	-7.53
ILMN_1650605	LOC497083	-1.55	-3.19	-2.69	-3	-5.04	-3.63	-7.46
ILMN_1351907	LOC498072	-1.17	-4.16	-2.77	-4.17	-5.74	-4.78	-7.45
ILMN_1355984	Tpx2_predicted	-1.42	-2.7	-2.47	-2.64	-7.39	-4.73	-7.19
ILMN_1365457	Spbc25	-1.35	-3.85	-2.39	-3.03	-5.42	-3.94	-6.97
ILMN_1366278	Ube2c_predicted	-1.44	-3.31	-2.38	-2.69	-6.83	-4.84	-6.72
ILMN_1353146	Ect2_predicted	-1.05	-2.26	-2.06	-2.22	-4.25	-3.45	-6.69
ILMN_1358066	Mcm7	-1.31	-2.64	-3.07	-3.28	-4.7	-3.2	-6.64
ILMN_1356435	Wnt4	-1.39	-3.96	-4.62	-5.52	-6.5	-6.51	-6.34
ILMN_1356153	RGD1561749_predicted	-1.24	-4.49	-2.86	-4.15	-3.66	-3.25	-6.24
ILMN_1352298	Mcm10_predicted	-1.3	-3.03	-2.95	-3.14	-4.99	-4.65	-6.19
ILMN_1373415	RGD1562246_predicted	-1.04	-3.66	-3.7	-3.59	-4.8	-3.65	-6.13
ILMN_1369124	LOC498793	-1.26	-2.61	-3.13	-4.22	-3.99	-4.49	-6.03

ILMN_1369326	Aspm_predicted	-1.28	-2.8	-2.6	-2.53	-4.88	-4.17	-6.02
ILMN_1350210	Mcm3_predicted	-1.37	-3.95	-3.85	-3.85	-4.74	-4.02	-5.94
ILMN_1358183	Kif22	-1.44	-3.87	-2.12	-3.11	-6.09	-4.58	-5.88
ILMN_1358804	Exo1_predicted	-1.14	-2.66	-2.3	-1.9	-4.89	-4.42	-5.87
ILMN_1366864	Pole_mapped	-1.17	-3.07	-3.74	-2.71	-4.4	-4.01	-5.87
ILMN_1373595	Cdc20	-1.53	-2.77	-1.82	-2	-6.19	-4.7	-5.86
ILMN_1354160	Kntc2_predicted	-1.09	-2.91	-2.14	-3.12	-5.12	-3.78	-5.86
ILMN_1363050	Bub1_predicted	1.01	-1.96	-1.69	-1.84	-4.79	-3.4	-5.84
ILMN_1353635	Aldob	-2.16	-4.88	-6.72	-10.9	-5.09	-6.89	-5.71
ILMN_1352068	Rfc5_predicted	-1.09	-2.62	-1.54	-2.38	-4.39	-3.46	-5.71
ILMN_1367740	Mt1a	1.26	-1.67	-3.61	-1.08	-7.09	-5.14	-5.69
ILMN_1365004	RGD1562047_predicted	-1.1	-2.35	-2.64	-1.96	-3.92	-2.6	-5.53
ILMN_1357068	Ube2t_predicted	-1.16	-2.39	-1.82	-1.88	-5.44	-3.69	-5.49
ILMN_1353258	Dlg7_predicted	-1.27	-2.4	-2.24	-2.68	-5.48	-3.79	-5.37
ILMN_2039661	G6pc	-1.79	-3.76	-4.55	-4.42	-4.76	-5.27	-5.34
ILMN_1353170	RGD1309107	1.06	-2.1	-1.63	-1.78	-4.97	-3.33	-5.26
ILMN_1370269	Kif20a_predicted	-1.38	-2.65	-2	-2.44	-4.93	-4.27	-5.17
ILMN_1357198	Pola2	-1.22	-3.33	-2.46	-2.45	-4.2	-3.7	-5.17
ILMN_1651164	Suv39h1_predicted	-1.14	-2.71	-1.98	-2.19	-4.98	-4.29	-5.13
ILMN_1367952	RGD1562067_predicted	-1.43	-3.8	-2.94	-3.55	-5	-3.49	-5.07
ILMN_1373537	Kntc1_predicted	-1.16	-2.72	-2.13	-1.92	-2.73	-2.55	-5.04
ILMN_1359537	Serpina6_mapped	-1.62	-1.46	-1.89	-4.14	-2.55	-4.39	-4.87
ILMN_1355685	Spag5	-1.22	-3.33	-2.78	-2.64	-4.3	-3.98	-4.84
ILMN_1354270	Racgap1_predicted	-1.21	-2.11	-1.81	-2.19	-3.71	-2.91	-4.81
ILMN_1376860	Fancd2	-1.44	-2.8	-2.83	-2.75	-4.43	-3.42	-4.79
ILMN_1356031	Mcm6	-1.2	-3.12	-2.67	-2.32	-3.47	-3.15	-4.78
ILMN_1373874	LOC682159	-1.46	-2.6	-3.31	-2.51	-3.64	-4.75	-4.77
ILMN_1374423	Ttk_predicted	-1.2	-2.24	-1.94	-2.28	-4.53	-2.91	-4.76
ILMN_1371641	LOC500916	-1.03	1.03	1.12	1.24	1.2	1.09	-4.72
ILMN_1371588	Cdca2	-1.36	-2.86	-2.06	-2.11	-4.25	-2.96	-4.71
ILMN_1361476	Kif11	-1.14	-2.59	-2.21	-2.7	-4.14	-3.36	-4.7
ILMN_1358828	Fbxo5_predicted	-1.29	-3.05	-2.17	-1.88	-3.5	-3.2	-4.69
ILMN_1363307	Ttr	-1.62	-4.32	-7.88	-7.63	-3.76	-5.8	-4.65
ILMN_1373916	Kif15	-1.11	-2.74	-2.66	-2.6	-4.15	-3.45	-4.63
ILMN_1370013	Timeless	-1.19	-2.44	-2.98	-2	-3.04	-3.44	-4.63
ILMN_1374858	Pbk_predicted	-1.09	-3.05	-1.92	-2.12	-3.43	-2.87	-4.63
ILMN_1357601	Kif4	-1.22	-2.65	-2.65	-3.21	-4.47	-3.67	-4.61
ILMN_1349419	Stmn1	-1.25	-4.32	-2.82	-3.2	-3.6	-2.94	-4.55

ILMN_2040525	Dhfr	-1.28	-3.47	-3.41	-3.64	-4.31	-4.56	-4.48
ILMN_1350922	Dnmt1	-1.25	-2.57	-2.47	-2.27	-3.52	-2.88	-4.43
ILMN_1350555	Bub1b	-1.01	-2.45	-1.58	-1.99	-4.06	-2.79	-4.43
ILMN_1357437	Kif23_predicted	-1.27	-2.61	-1.91	-1.97	-4.81	-3.11	-4.42
ILMN_1374166	Gmn_predicted	-1.13	-2.63	-2.83	-2.35	-3.67	-3.36	-4.38
ILMN_1362603	LOC499531	-1.08	-1	1.13	1.09	1.07	1.04	-4.35
ILMN_1354888	Donson	-1.27	-2.44	-1.88	-1.81	-2.72	-2.63	-4.34
ILMN_1375658	Trip13_predicted	-1.19	-2.73	-2.08	-1.82	-3.87	-3.31	-4.32
ILMN_1367660	Rfc3	-1.11	-2.38	-2.34	-2.86	-3.74	-2.94	-4.29
ILMN_1370283	Cdca8	-1.26	-3.16	-2.12	-2.53	-4.5	-3.37	-4.27
ILMN_1366306	Rad54l_predicted	-1.05	-2.4	-2.27	-2.01	-3.3	-2.84	-4.27
ILMN_1357699	Mxd3	-1.28	-3.49	-2.36	-2.52	-3.98	-2.96	-4.26
ILMN_1371795	Mawbp	-1.7	-5.57	-5.67	-8.79	-5.13	-4.77	-4.18
ILMN_1369676	RGD1306227	-1.1	-2.95	-3.03	-3.72	-3.64	-2.85	-4.17
ILMN_1371966	Dnajc9_predicted	-1.12	-2.96	-1.83	-2.64	-3.85	-3.34	-4.16
ILMN_1358432	Ccne2_predicted	-1.03	-2.59	-2	-1.8	-3.08	-2.4	-4.16
ILMN_1359929	Rpa2	-1.05	-2.78	-2.61	-2.64	-3.44	-2.75	-4.13
ILMN_1360240	Rs21c6	1.06	-2.8	-2.91	-2.13	-4.27	-2.83	-4.12
ILMN_1367858	Tyms	-1.32	-2.94	-2.59	-2.37	-4.46	-3.09	-4.1
ILMN_1354672	RGD1561219_predicted	-1.33	-2.74	-2.49	-2.99	-4.71	-3.5	-4.08
ILMN_1362943	Pah	-1.47	-3.65	-4.28	-7.18	-3.77	-5.18	-4.06
ILMN_1355241	Hirip3	-1.2	-2.19	-1.59	-2.03	-3.93	-3.33	-4.04
ILMN_1359147	Cdca3	-1.32	-3.29	-2.68	-2.84	-4.04	-3.16	-4.03
ILMN_1650107	LOC499564	-1.21	-1.09	1.1	1.2	1.21	1.04	-4.03
ILMN_1374557	RGD1560913_predicted	1.2	-2.66	-1.92	-2.12	-3.03	-2.92	-4.02
ILMN_1353164	Fen1	-1.37	-2.65	-1.83	-2.21	-2.46	-2.2	-4.02
ILMN_1367207	LOC303471	-1.08	-3.68	-2.87	-3.43	-3.87	-2.7	-4.01
ILMN_1357646	LOC687334	-1.19	-2.15	-2.06	-2.11	-3.44	-2.23	-4
ILMN_1351339	Nup107	-1.07	-2.93	-2.17	-2.25	-4.24	-3.75	-3.96
ILMN_1368725	Anln_predicted	-1.05	-2.59	-2.12	-2.37	-3.94	-2.64	-3.94
ILMN_1370245	Solt_predicted	-1.04	-2.46	-1.91	-2.36	-2.41	-1.81	-3.93
ILMN_1364508	Cdkn3_predicted	-1.28	-2.47	-1.95	-2.64	-3.52	-3.11	-3.86
ILMN_1366392	LOC360888	-1.41	-2.21	-2.24	-2.36	-3.49	-3.02	-3.85
ILMN_1365376	Orc1l	-1.06	-2.43	-2.1	-1.63	-3.39	-3.25	-3.83
ILMN_1366131	Smc2l1_predicted	-1.13	-2.65	-2.41	-2.2	-3.31	-2.75	-3.8
ILMN_1357317	Mcm2_predicted	-1.32	-3.09	-2.41	-2.47	-2.65	-2.61	-3.78
ILMN_1359908	LOC498669	-1.11	1.02	-1.02	1.28	1.18	1.03	-3.78
ILMN_1370544	Tubb5	1.07	-2.4	-2.78	-2.05	-2.45	-2.45	-3.75

ILMN_1354129	Rfc4_predicted	-1.1	-2.01	-1.67	-1.77	-2.64	-2.39	-3.73
ILMN_1355586	Lig1	-1.31	-2.3	-2.76	-2.46	-3.16	-2.89	-3.72
ILMN_1371803	Mphosph1_predicted	-1.16	-2.33	-2.01	-2.03	-3.51	-3.17	-3.68
ILMN_1354227	Plg	-1.26	-1.85	-3.28	-3.81	-3.73	-4.41	-3.67
ILMN_1363940	Plek2_predicted	-1.17	-2.34	-2.11	-2.09	-3.96	-3.41	-3.67
ILMN_1361625	LOC361885	-1.29	-1.02	1.13	1.15	1.12	1	-3.66
ILMN_1367985	Nrp1	-1.23	-3.85	-5.01	-2.9	-3.76	-3.87	-3.64
ILMN_1364997	Pcnt1	-1.17	-2.31	-1.81	-1.91	-3.34	-2.84	-3.64
ILMN_1373022	Orc6l	-1.17	-2.42	-1.97	-1.81	-2.72	-2.57	-3.62
ILMN_1356318	Cdc42ep5_predicted	-1.26	-2.86	-4.48	-3.13	-4.52	-6.1	-3.57
ILMN_1369432	Plk1	-1.19	-2.04	-1.65	-1.7	-2.81	-2.88	-3.56
ILMN_1349449	Htra1	-1.06	-2.11	-2.3	-2.9	-2.15	-2.15	-3.56
ILMN_1364679	RGD1310778_predicted	-1.09	-1.94	-1.84	-1.46	-3.46	-2.74	-3.55
ILMN_1360655	Asf1b_predicted	-1.34	-2.7	-2.37	-2.3	-3.38	-2.77	-3.53
ILMN_1364203	Pcna	-1.26	-2.65	-1.95	-2.2	-2.61	-2.19	-3.52
ILMN_1370146	RGD1561555_predicted	-1.22	-2.61	-2.16	-1.9	-3.21	-2.44	-3.51
ILMN_1359661	Nasp	-1.18	-2.13	-1.62	-2.04	-3.29	-2.65	-3.5
ILMN_1650982	LOC501232	-1.03	-4.41	-5.33	-6.92	-4.11	-5.14	-3.48
ILMN_1353298	Sesn1_predicted	-1.45	-4.04	-4.15	-4.53	-3	-3.42	-3.48
ILMN_1371550	Tmpo	-1.25	-1.9	-1.81	-1.74	-3.32	-3.1	-3.45
ILMN_1350866	Hmmr	1.21	-1.91	-1.16	-1.58	-3.64	-2.91	-3.44
ILMN_1350177	RGD1561797_predicted	1.04	-1.62	-1.69	-1.66	-1.77	-1.63	-3.44
ILMN_1361716	Lgals2	-1.21	-2.28	-3.48	-3.9	-3.15	-3.87	-3.42
ILMN_1349617	RGD1566119_predicted	-1.35	-2.66	-1.66	-1.89	-3.8	-3.43	-3.42
ILMN_1356320	Foxm1	-1.3	-2	-1.69	-2.03	-3.06	-2.6	-3.4
ILMN_1352964	RGD1562596_predicted	-1.31	-2.18	-2.29	-1.94	-2.99	-2.72	-3.37
ILMN_1351035	H2afz	-1.11	-2.1	-1.86	-2.11	-2.73	-2.2	-3.37
ILMN_1649783	LOC680847	-1.08	-1.91	-1.83	-1.83	-2.8	-2.29	-3.36
ILMN_1357012	LOC680847	-1.08	-1.91	-1.83	-1.83	-2.8	-2.29	-3.36
ILMN_1358965	Rfc2	-1.28	-3.06	-1.99	-2.34	-3.58	-2.82	-3.33
ILMN_1363365	Mad2l1_predicted	-1.1	-2.57	-2.09	-2.06	-2.56	-2.2	-3.32
ILMN_1348835	RGD1563603_predicted	-1.36	-2.55	-1.81	-2.29	-3.01	-2.88	-3.29
ILMN_1367676	RGD1307397	1.12	-2.82	-2.42	-2.65	-3.11	-2.5	-3.26
ILMN_1350397	RGD1304693_predicted	-1.01	-2.25	-2.21	-1.87	-2.72	-2.05	-3.26
ILMN_1363607	Pask	-1.22	-2.5	-2.31	-2.26	-3	-2.73	-3.24
ILMN_1362561	LOC498378	-1.01	1.01	-1.07	1.05	1.32	1	-3.24
ILMN_1368379	Pold1	-1.13	-1.69	-2.08	-1.58	-3.37	-2.79	-3.22
ILMN_1365871	Id1	1.53	-1.04	1.14	-1.13	-1.06	-1.15	-3.19

ILMN_1351436	LOC501231	-1.07	-2.8	-3.35	-4.21	-3.97	-4.43	-3.18
ILMN_1354409	Ngef_predicted	-1.57	-2.38	-3.44	-3.71	-3.69	-4.11	-3.17
ILMN_1360929	LOC299625	-1.27	-2.01	-3.39	-1.99	-3.24	-3.28	-3.16
ILMN_1367978	Cdc6_predicted	1.03	-2.02	-1.81	-1.8	-2.73	-2.33	-3.15
ILMN_1374606	LOC497682	1.05	-1.42	-1.56	-1.21	-2.92	-2.29	-3.14
ILMN_1360693	Serpina1	-1.13	-1.85	-2.02	-2.53	-2.46	-2.9	-3.12
ILMN_1356468	LOC685909	-1.23	-2.88	-3.85	-4.16	-2.73	-2.57	-3.11
ILMN_1365229	Siva_predicted	-1.03	-2.76	-2.69	-2.13	-1.94	-1.91	-3.11
ILMN_1371469	LOC501179	-1.61	-2.03	-2.12	-2.12	-3.81	-3.23	-3.1
ILMN_1371176	Prkcñ	-1.29	-2.09	-1.17	-2.64	-2.96	-2.89	-3.1
ILMN_1356833	LOC499501	-1.1	-2.32	-1.94	-1.92	-2.66	-2.1	-3.09
ILMN_1353918	Lgr5	1.68	-1.58	-1.78	-2.15	-2.95	-3.37	-3.07
ILMN_1374411	RGD1563786_predicted	-1.55	-3.54	-2.27	-2.51	-4.57	-2.87	-3.06
ILMN_1365707	LOC498799	1.01	1.04	1.08	1.19	-1.01	-1.04	-3.06
ILMN_1359384	RGD1562949_predicted	-1.26	-1.99	-2.22	-1.74	-2.36	-2.1	-3.04
ILMN_1349902	LOC312299	-1.1	-1.83	-1.54	-1.62	-2.15	-1.72	-3.04
ILMN_1374754	Tubg1	-1.03	-1.79	-1.25	-1.7	-2.18	-2.09	-3.02
ILMN_1364755	Snrpa	-1.01	-1.24	-1.06	-1.15	-1.68	-1.81	-3.02
ILMN_1350896	Gstm2	1.05	-1.99	-1.73	-2.25	-2.55	-3.81	-3.01
ILMN_1359053	LOC498212	-1.34	-2.48	-2.2	-2.32	-2.67	-2.66	-3.01
ILMN_1350958	LOC498644	-1.17	1.06	1.71	1.22	1.32	-1.58	-3
ILMN_1361017	LOC500398	-1.11	1.21	2.01	1.5	1.12	-1.27	-3
ILMN_1370740	E2f8	-1.35	-2.17	-2.25	-2.06	-2.72	-2.18	-2.98
ILMN_1357590	Ascl2	-1.55	-3.02	-3.25	-3.22	-3.43	-3.81	-2.97
ILMN_1365898	Traip_predicted	-1.1	-2.2	-1.84	-1.69	-3.3	-2.66	-2.96
ILMN_1365716	Gstm1	-1.15	-3.09	-2.46	-3.54	-2.97	-2.93	-2.95
ILMN_1358106	Pxmp2	-1.7	-3.28	-3.73	-3.23	-3.29	-3.59	-2.93
ILMN_1370632	RGD1562646_predicted	-1.05	-1.66	-1.9	-1.94	-2.64	-2.58	-2.93
ILMN_1352772	Tubb2c	-1.23	-2.81	-2.29	-2.23	-3.27	-3.15	-2.91
ILMN_1363543	Stk6	-1.45	-2.23	-1.36	-1.74	-3.44	-2.45	-2.91
ILMN_1357840	Hat1	-1.19	-2.46	-2.06	-2.05	-2.79	-2.75	-2.9
ILMN_1361765	Iqgap3_predicted	-1.16	-2.38	-2.09	-2.02	-2.69	-2.61	-2.9
ILMN_1366671	RGD1307465	-1.08	-2.75	-1.83	-2.48	-2.7	-2.46	-2.9
ILMN_1373469	RGD1565583_predicted	-1.37	-2.57	-1.93	-2.33	-2.58	-2.5	-2.89
ILMN_1371709	LOC681932	-1.27	-2.07	-1.47	-1.57	-3.15	-2.81	-2.87
ILMN_1364275	Mcm8_predicted	1.07	-1.53	-1.44	-1.52	-2.34	-2.01	-2.86
ILMN_1364165	Incenp_predicted	-1.33	-2.3	-2.17	-1.77	-2.53	-2.09	-2.82
ILMN_1374242	Pzp	-1.2	-1.42	-2.23	-2.25	-3.63	-5.6	-2.81

ILMN_1376370	Kif2c	-1.32	-2.58	-1.82	-2.16	-2.94	-2.86	-2.79
ILMN_1370970	Cep55	-1.02	-1.97	-1.49	-1.72	-2.9	-2.55	-2.78
ILMN_1376349	Vrk1	1.01	-1.91	-1.38	-1.91	-2.61	-2.1	-2.76
ILMN_1376839	Obfc1	-1.18	-1.97	-1.7	-2.25	-2.22	-2.22	-2.74
ILMN_1350755	Dio1	-1.03	-1.98	-2.36	-2.72	-2.96	-3.07	-2.72
ILMN_1369773	LOC499880	-1.61	-2.39	-2.99	-3.75	-2.72	-2.76	-2.72
ILMN_1352509	RGD1305288	-1.27	-2.31	-1.59	-2.51	-2.25	-2.7	-2.72
ILMN_1357973	LOC500829	-1.06	1.17	1.99	1.49	1.27	-1.19	-2.71
ILMN_1352762	Ifitm3	-1.32	-1.27	-2.19	-1.93	-3.47	-3.66	-2.7
ILMN_1357474	Ahcy	-1.16	-2.01	-2.41	-2.65	-2.61	-2.35	-2.69
ILMN_1352199	Hdc	-1.83	-1.01	-1.3	-1.54	-1.86	-2.35	-2.67
ILMN_1651155	LOC685579	1.17	-2.31	-1.65	-1.78	-2.48	-2.33	-2.67
ILMN_1371972	RGD1311451_predicted	1.03	-1.83	-1.57	-2.4	-2.64	-2.19	-2.67
ILMN_1352626	LOC499180	-1.18	-2.24	-1.81	-1.79	-2.03	-1.86	-2.67
ILMN_1353627	RGD1564956_predicted	-1.48	-4.08	-3.15	-4.13	-2.61	-2.71	-2.66
ILMN_1356467	Mki67_predicted	-1.18	-2.02	-1.65	-1.54	-2.22	-2.47	-2.66
ILMN_1372884	Rgn	-1.46	-2.95	-3.52	-3.7	-2.66	-2.51	-2.64
ILMN_1371788	Tcf19	-1.24	-2.42	-2.15	-2.13	-2.22	-2.05	-2.64
ILMN_1372669	Nucks	-1.35	-2.06	-1.72	-1.89	-2.45	-2.31	-2.63
ILMN_1365245	RGD1560584_predicted	-1.13	-2.07	-2.04	-2.39	-2.34	-2.06	-2.63
ILMN_1366055	LOC287111	-1.1	-2.04	-1.72	-1.7	-2.65	-2.26	-2.62
ILMN_1349244	Ptma	-1.27	-2.62	-1.63	-2.31	-2.94	-2.62	-2.61
ILMN_1373878	Lsm3_predicted	-1	-1.96	-2.39	-1.91	-2.55	-2.21	-2.6
ILMN_1359099	Mastl_predicted	-1.1	-2.13	-2.03	-2.36	-2.28	-2	-2.6
ILMN_2038974	Hao1_mapped	-1.73	-2.93	-2.58	-2.9	-2.62	-2.96	-2.59
ILMN_1361161	Rnaseh2a	-1.01	-1.63	-1.45	-1.45	-1.92	-2.11	-2.59
ILMN_1371361	RGD1306721	-1.2	-1.46	-1.15	-1.3	-2.15	-1.79	-2.59
ILMN_1366742	Tm4sf4	-1.04	-2.56	-2.34	-4.01	-2.02	-2.21	-2.58
ILMN_1349333	Nsun6_predicted	-1.12	-2.12	-2.09	-2.41	-2.67	-1.84	-2.58
ILMN_1354912	Grb7	1.01	-2.09	-2.46	-3.03	-2.04	-1.76	-2.58
ILMN_1354651	Serpina10	-1.43	-1.96	-2.36	-3.02	-2.99	-3.58	-2.57
ILMN_1353096	Troap_predicted	-1.33	-1.74	-1.65	-1.75	-3.05	-2.6	-2.57
ILMN_1370037	Troap_predicted	-1.33	-1.74	-1.65	-1.75	-3.05	-2.6	-2.57
ILMN_1650104	Gulo	-1.29	-2.41	-2.27	-3.75	-2.15	-2.3	-2.57
ILMN_1364622	Cyp2b3	-1.43	-1.96	-2.25	-3.32	-2.76	-4.55	-2.56
ILMN_1364259	Anxa13_predicted	-1.18	-1.12	-1.71	-2.6	-1.73	-2.66	-2.56
ILMN_1371171	RGD1564921_predicted	1.01	-2.25	-2.02	-1.64	-2.38	-2.25	-2.56
ILMN_1358531	Tubb6	-1	-2.14	-1.55	-1.36	-1.95	-2.05	-2.56

ILMN_1362345	Smc4l1	-1.1	-1.61	-1.43	-1.34	-2.28	-2.28	-2.55
ILMN_1372915	RGD1305854_predicted	1.1	-1.32	-1.02	-1.24	-2.08	-1.97	-2.55
ILMN_1362428	MGC114417	-1.28	-2.23	-1.8	-2.31	-2.3	-2.1	-2.54
ILMN_1353343	Pkmyt1_predicted	-1.26	-1.68	-1.67	-1.51	-1.94	-1.81	-2.54
ILMN_1364541	LOC363333	-1.32	-1.84	-1.82	-1.62	-2.41	-2.08	-2.53
ILMN_1357050	RGD1559962_predicted	-1.34	-2.11	-1.9	-2.53	-2.7	-1.92	-2.49
ILMN_1363662	Plk4_predicted	1.13	-1.56	-1.57	-1.24	-1.99	-1.9	-2.48
ILMN_1370114	Chek2	-1.12	-1.66	-1.57	-1.91	-2.19	-1.89	-2.48
ILMN_1354821	RGD1307201_predicted	1.02	-1.78	-1.3	-1.7	-2.09	-1.77	-2.48
ILMN_1650433	LOC360690	1.03	-1.29	1.05	1.08	1.09	-1.19	-2.48
ILMN_1366289	Chp	-1.53	-5.03	-3.14	-4	-2.46	-2.69	-2.47
ILMN_1357712	Spr	-1.35	-2.73	-2.65	-2.14	-2.92	-3.01	-2.45
ILMN_1350574	Rad18_predicted	-1.02	-1.93	-1.69	-1.75	-1.72	-1.39	-2.45
ILMN_1350621	RGD1564930_predicted	-1.95	-2.24	-2.86	-2.09	-2.41	-2.86	-2.44
ILMN_1353990	Bok	1.1	-1.23	-1.32	-1.65	-2.11	-2.02	-2.44
ILMN_1366882	LOC360258	-1.1	-1.96	-1.41	-1.89	-2.16	-1.85	-2.44
ILMN_1373748	Lama2_predicted	-1.01	-2.04	-2.66	-2.73	-2.32	-2.47	-2.43
ILMN_1355020	Prim2	-1.16	-2.43	-1.99	-1.94	-2.28	-2.06	-2.43
ILMN_1365869	Msh2	-1.08	-2	-2.04	-2.38	-2.24	-2.32	-2.42
ILMN_1356008	RGD1309522	-1.19	-1.77	-1.45	-1.89	-2.45	-2.18	-2.41
ILMN_1650492	LOC499798	-1.27	-2.16	-1.97	-2.1	-1.95	-1.84	-2.41
ILMN_1356013	RGD1565672_predicted	-1.22	-1.79	-1.52	-1.81	-1.94	-1.76	-2.41
ILMN_1353345	Prim1	-1.08	-1.91	-1.32	-1.31	-1.93	-1.65	-2.41
ILMN_1376442	Nedd9	-2.21	-3.11	-3.17	-3.57	-2.59	-3.18	-2.38
ILMN_1361497	Blm_predicted	-1	-1.57	-1.76	-1.54	-2.5	-1.84	-2.38
ILMN_1367184	Lipc	-1.15	-1.21	-1.57	-1.81	-1.54	-2.88	-2.36
ILMN_1365220	LOC498265	-1.07	-1.96	-1.69	-1.76	-2.27	-2.06	-2.36
ILMN_1371797	Itih1_predicted	-1.33	-1.85	-2.45	-2.15	-2.71	-2.57	-2.35
ILMN_1374247	Luzp5_predicted	1.1	-2.12	-1.81	-2.29	-2.17	-1.94	-2.35
ILMN_1356336	RGD1306908	-1.17	-1.7	-1.67	-1.82	-2.3	-1.9	-2.35
ILMN_1364301	LOC500495	-1.26	1.03	1.16	1.3	1.2	-1.14	-2.35
ILMN_2038852	Mcm5_predicted	-1.26	-2.01	-1.72	-1.9	-1.96	-2.35	-2.34
ILMN_2040160	Mcm5_predicted	-1.26	-2.01	-1.72	-1.9	-1.96	-2.35	-2.34
ILMN_2039440	LOC367214	-1.17	-2.51	-2.06	-2.36	-2.36	-2.31	-2.34
ILMN_1352254	LOC499854	1.17	-1.07	-1.05	1.25	1.1	-1.14	-2.34
ILMN_1350540	LOC499372	-1.07	-1.08	-1.11	1.06	1.13	-1.11	-2.34
ILMN_1356523	Nt5e	1.08	-2.71	-2.99	-3.34	-2.44	-2.89	-2.32
ILMN_1373539	Slc35d2_predicted	-1.75	-2.47	-2.9	-3.61	-2.97	-2.77	-2.32

ILMN_1350030	Cideb_predicted	-1.13	-2.56	-2.63	-2.82	-1.77	-2.52	-2.3
ILMN_1369507	RGD1562563_predicted	-1.38	-1.6	-1.71	-1.94	-1.98	-2.01	-2.3
ILMN_1362286	Itpr1	-1.59	-2.03	-2.37	-2.73	-2.95	-3.01	-2.29
ILMN_1360105	Hspa14	-1.09	-1.72	-1.44	-1.62	-2.1	-2.26	-2.29
ILMN_1369064	Uhrf1_mapped	-1.23	-1.73	-1.59	-1.55	-2.12	-2.1	-2.29
ILMN_1360983	RGD1563164_predicted	-1.45	-2.39	-1.73	-1.79	-1.77	-1.14	-2.29
ILMN_1348866	Qdpr	-1.13	-2.61	-1.34	-2.02	-2.22	-2.13	-2.28
ILMN_1650758	Ugt2b4	-1.06	-2.47	-3	-3.83	-4.29	-4.03	-2.27
ILMN_1348787	Ugt2b4	-1.06	-2.47	-3	-3.83	-4.29	-4.03	-2.27
ILMN_1354853	RGD1306568	-1.76	-3.04	-2.77	-4.45	-2.74	-2.75	-2.27
ILMN_1369063	LOC497722	-1.13	-1.66	-1.28	-1.59	-2.23	-2.04	-2.27
ILMN_1369717	LOC682323	-1.19	-2	-1.38	-2.2	-1.62	-1.56	-2.27
ILMN_1364944	LOC498745	1.13	-1.07	-1	1.21	1.14	1.03	-2.27
ILMN_1650907	LOC680876	-1.05	-1.52	-1.2	-1.39	-2.04	-1.92	-2.26
ILMN_1357320	Aldh7a1	-1.11	-1.69	-1.29	-1.77	-1.78	-1.89	-2.26
ILMN_1357559	Tube1_predicted	-1.24	-1.76	-1.63	-1.74	-2.04	-1.83	-2.26
ILMN_1365344	LOC498889	-1.11	-1.71	-1.87	-2	-2.32	-2.04	-2.25
ILMN_1357931	Pbx3_predicted	-1.27	-1.45	-1.33	-1.55	-1.64	-1.73	-2.25
ILMN_1373855	Zfp289	-1.3	-1.72	-2.12	-2.4	-2.48	-2.6	-2.24
ILMN_1357611	Cutc_predicted	1.02	-2.45	-2.22	-2.73	-2.59	-2.56	-2.24
ILMN_1352992	Smc111	-1.12	-1.95	-2.11	-2.21	-2.27	-2.27	-2.24
ILMN_1374127	RGD1563348_predicted	1.68	-1.15	-1.51	-1.31	-1.55	-1.81	-2.24
ILMN_1650657	LOC500788	1.06	-1.19	-1.12	1.06	-1.07	-1.36	-2.24
ILMN_1360341	LOC298442	-1.25	-2.01	-1.91	-1.94	-1.57	-2.28	-2.23
ILMN_1352528	RGD1309007_predicted	-1.08	-1.67	-1.46	-1.8	-2.44	-2.22	-2.23
ILMN_1355010	Gemin6	-1.04	-1.8	-2.23	-1.46	-2.3	-2.2	-2.23
ILMN_1361143	Suv420h2_predicted	-1.25	-1.39	-1.08	-1.52	-2.52	-2.11	-2.23
ILMN_1368648	Cbx5_predicted	-1.08	-2.19	-2.03	-2.08	-2.24	-2.28	-2.22
ILMN_1375320	Rbp1	-1.12	-1.45	-2.05	-1.68	-1.51	-2.05	-2.21
ILMN_1374210	RGD1311361	-1.06	-1.46	-1.48	-1.29	-1.6	-1.51	-2.21
ILMN_1352659	Fadd	-1.15	-1.46	-1.41	-1.72	-2.15	-2.26	-2.2
ILMN_1362292	RGD1311747_predicted	-1.03	-1.88	-1.71	-1.58	-1.87	-1.99	-2.2
ILMN_1370132	Ppil1	-1.15	-1.89	-1.43	-1.65	-2.01	-1.89	-2.2
ILMN_1373168	LOC501553	1.04	1.05	1.61	1.13	1.08	-1.24	-2.19
ILMN_1369723	RGD1359349	1.09	-1.67	-1.98	-2.83	-1.77	-2.27	-2.18
ILMN_1650532	Mycn	-1.31	-1.78	-1.94	-2.02	-1.82	-2.23	-2.18
ILMN_1349466	Plp2_mapped	-1	-1.56	-1.47	-1.42	-1.92	-1.9	-2.18
ILMN_1349515	Nkd1_predicted	1.16	-2.3	-2.14	-2.14	-2.13	-2.73	-2.17

ILMN_1376623	Cyp2c23	-1.14	-1.65	-1.45	-2.4	-1.82	-2	-2.17
ILMN_1354125	RGD1565588_predicted	-1.45	-3.6	-2.38	-3.15	-2.37	-2.15	-2.16
ILMN_1365885	Mmp14	-1.36	-1.15	-1.46	-1.28	-1.93	-1.99	-2.16
ILMN_1365198	Bard1	-1.28	-1.92	-1.9	-1.73	-2.03	-1.87	-2.16
ILMN_1368471	RT1-N3	1.08	-1.71	-1.15	-1.79	-1.68	-1.78	-2.16
ILMN_1358384	Nxt1_predicted	-1.02	-1.19	-1.47	-1.05	-1.81	-1.61	-2.16
ILMN_1365602	Ing1l_predicted	-1.17	-1.41	-1.34	-1.16	-2.04	-1.89	-2.15
ILMN_1356089	LOC499933	-1.17	-1.77	-1.4	-1.47	-1.79	-1.79	-2.15
ILMN_1650876	LOC363174	1.13	-1.59	-1.17	-1.6	-1.99	-1.71	-2.15
ILMN_1358017	Ugt2b3	-1.06	-1.77	-2.27	-2.96	-2.97	-3.33	-2.14
ILMN_1371262	LOC296724	-1.09	-2.23	-1.23	-2.08	-2.71	-2.2	-2.14
ILMN_1360217	RGD1564866_predicted	-1.15	-2.25	-2.02	-2.44	-2.43	-1.74	-2.14
ILMN_1363859	Hpx	-1.12	-1.06	-1.29	-1.46	-1.21	-1.55	-2.14
ILMN_1375002	LOC313840	-1.17	-2.21	-2	-2.35	-2.76	-2.95	-2.13
ILMN_1650395	Usp1	1.04	-1.71	-1.55	-1.58	-1.85	-1.55	-2.13
ILMN_1356247	RGD1564894_predicted	-1.34	-2.56	-2.71	-3.37	-2.65	-2.91	-2.12
ILMN_1355709	Rcbtb2	-1.11	-1.52	-1.7	-2.29	-2.16	-2.02	-2.12
ILMN_1650132	RGD1563943_predicted	-1.11	-1.77	-1.55	-1.47	-1.83	-1.75	-2.12
ILMN_1650329	Mbd6_predicted	-1.39	-1.26	-1.62	-1.62	-1.94	-1.7	-2.12
ILMN_1376245	Eil3	1.16	1.25	-1.15	1.25	-1.54	-1.58	-2.12
ILMN_1374674	LOC362882	-1.2	-1.36	-1.13	-1.8	-2.09	-2.33	-2.11
ILMN_1362189	Klf10	-1.28	-1.81	-1.65	-1.54	-2.12	-2.27	-2.11
ILMN_1362185	Hsd17b13	-1.12	-1.35	-1.65	-2.87	-1.74	-2.2	-2.11
ILMN_1351586	Nup205_predicted	1.08	-1.27	-1.38	-1.09	-2.11	-1.97	-2.11
ILMN_1357608	RGD1311868	-1.07	-1.82	-1.57	-1.78	-1.85	-1.62	-2.11
ILMN_1365562	LOC500974	-1.45	-1.34	-1.32	-1.56	-1.93	-1.44	-2.11
ILMN_1360845	Lsm4_predicted	-1.04	-2.27	-2.08	-1.77	-2.31	-1.9	-2.1
ILMN_1349445	Exosc2_predicted	-1.16	-1.52	1.15	-1.11	-2.07	-1.89	-2.1
ILMN_1374586	RGD1560967_predicted	-1.08	-1.31	-1.19	-1.29	-1.88	-1.81	-2.09
ILMN_1368325	Aaas_predicted	1.03	-1.59	-1.34	-1.66	-2	-2.14	-2.07
ILMN_1368548	Exosc8_predicted	-1.1	-1.58	-1.39	-1.47	-2.09	-1.87	-2.07
ILMN_1354033	Exosc8_predicted	-1.1	-1.58	-1.39	-1.47	-2.09	-1.87	-2.07
ILMN_1367133	Ppif	1.12	-1.73	-1.2	-1.5	-2.12	-1.8	-2.07
ILMN_1373246	MGC116373	-1.19	-1.74	-1.7	-1.84	-1.72	-1.79	-2.07
ILMN_1371186	Pfn1	-1.07	-1.58	-1.29	-1.3	-1.56	-1.64	-2.07
ILMN_1350758	Slc25a21	-1.18	-1.73	-1.9	-2.22	-1.9	-2.19	-2.06
ILMN_1366898	Irf2bp1_predicted	-1.34	1.03	-1.27	1.09	-1.99	-2.06	-2.06
ILMN_1349312	LOC499481	-1.02	-1.01	1	-1.01	-1.08	-1.28	-2.06

ILMN_1360864	Parp1	-1.16	-1.41	-1.21	-1.33	-2.15	-2.14	-2.05
ILMN_1373131	Nup35	-1.27	-1.78	-1.54	-1.54	-1.46	-1.53	-2.05
ILMN_1363701	Espl1_predicted	-1.33	-1.24	-1.36	-1.16	-1.63	-1.4	-2.05
ILMN_1355207	Lztr2	-1.73	-2.27	-2.5	-2.93	-2.08	-2.09	-2.04
ILMN_1361008	LOC687799	-1.14	-2.29	-2.46	-2.92	-2.01	-1.97	-2.04
ILMN_1369196	RGD1566094_predicted	1.06	-1.36	-1.22	-1.81	-1.58	-1.82	-2.04
ILMN_1355778	LOC366505	1.01	-1.7	-1.64	-1.68	-2.02	-1.76	-2.04
ILMN_1361140	RGD1310784_predicted	1.08	-1.34	-1.08	-1.28	-1.94	-1.58	-2.04
ILMN_1367544	Ard1_predicted	-1.03	-1.47	-1.45	-1.58	-2.77	-3.01	-2.03
ILMN_2039387	Mcm4	1.03	-2.02	-1.64	-1.72	-1.8	-1.9	-2.03
ILMN_1350185	Raph1_predicted	1.04	-1.36	-1.29	-1.51	-1.39	-1.85	-2.03
ILMN_1364841	Mthfd1l_predicted	1	-1.18	-1.45	-1.13	-1.62	-1.66	-2.03
ILMN_1363141	RGD1305497_predicted	1.02	-1.85	-1.78	-1.74	-2	-1.55	-2.03
ILMN_1374623	Mbl2	-1.05	-2.69	-2.03	-2.62	-2.08	-2.29	-2.02
ILMN_1349646	RGD1311783_predicted	-1.39	-2.56	-1.95	-2.28	-2.2	-2.23	-2.02
ILMN_1360606	LOC498765	-1.19	-1.87	-1.5	-1.67	-1.92	-1.9	-2.02
ILMN_1364749	LOC501746	-1.13	-1.63	-1.95	-2.08	-1.9	-1.87	-2.02
ILMN_2040825	Pms2_predicted	-1.11	-1.49	-1.55	-1.36	-1.95	-1.83	-2.02
ILMN_1360916	Pms2_predicted	-1.11	-1.49	-1.55	-1.36	-1.95	-1.83	-2.02
ILMN_1367665	Zfyve21_predicted	-1.4	-2.07	-1.98	-1.63	-1.71	-1.81	-2.02
ILMN_1358205	RGD1560975_predicted	1.11	-2.4	-1.86	-1.47	-2.06	-2.1	-2.01
ILMN_1364553	Melk_predicted	1	-1.84	-1.67	-1.63	-2.01	-1.9	-2.01
ILMN_1369426	Car8	-1.29	-1.1	-1.28	-1.78	-1.8	-1.89	-2.01
ILMN_1355147	Fanca_predicted	-1.23	-1.52	-1.56	-1.5	-1.93	-1.86	-2.01
ILMN_1362748	RGD1305243_predicted	-1.18	-1.73	-1.76	-1.75	-1.88	-1.76	-2.01
ILMN_1355617	Zfp692_predicted	-1.15	-1.39	-1.21	-1.18	-1.96	-1.62	-2.01
ILMN_1367817	Phf5a	-1.11	-1.67	-1.56	-1.49	-1.4	-1.37	-2.01
ILMN_1649965	Car14_predicted	-1.05	-1.26	-1.04	-1.5	-2	-2	-2
ILMN_1356521	Tesk2	-1.27	-1.54	-1.44	-1.52	-1.76	-1.69	-2
ILMN_1365830	Gamt	-1.18	-1.54	-1.92	-1.49	-2.47	-2.46	-1.99
ILMN_1363657	RGD1560583_predicted	-1.06	-2.42	-1.87	-2.16	-2.25	-2.2	-1.99
ILMN_1374500	RGD1311980	-1.31	-1.37	-1.16	-1.25	-1.91	-2.14	-1.99
ILMN_1354580	Stard4_predicted	-1.17	-2.23	-2.45	-2.58	-2.29	-1.98	-1.99
ILMN_1364575	Pfkfb1	-1.09	-1.7	-1.34	-1.61	-1.67	-1.91	-1.99
ILMN_1374643	Ube2s_predicted	-1.01	-1.62	-1.08	-1.55	-1.81	-1.73	-1.99
ILMN_1357757	Bdh1	-1.1	-1.74	-1.7	-2.15	-1.67	-1.6	-1.99
ILMN_1362987	Hgfac	-1.3	-1.46	-1.69	-1.87	-2.76	-3.39	-1.98
ILMN_1361447	Tle2	-1.92	-1.06	-1.31	-1.54	-2.3	-2.55	-1.98

ILMN_1361266	Ppap2b	-1.34	-1.61	-1.95	-1.83	-1.83	-1.86	-1.98
ILMN_1364235	Fh1	-1.13	-1.37	-1.16	-1.78	-1.81	-1.84	-1.98
ILMN_1366540	LOC500721	-1.35	-1.17	-1.65	-1.71	-1.78	-1.82	-1.98
ILMN_1372735	Cyp4f2	-1.45	-1.32	-1.23	-1.39	-1.39	-1.69	-1.98
ILMN_1358568	Slc7a7	1.07	1.09	1.05	-1.25	-1.2	-1.48	-1.98
ILMN_1352854	Ivd	-1.36	-1.96	-1.63	-2.72	-2.21	-2.58	-1.97
ILMN_1369554	Gltp_predicted	-1.14	-2.33	-1.65	-1.82	-1.74	-1.8	-1.97
ILMN_1368742	LOC679295	-1.1	-1.32	-1.72	-1.64	-1.78	-1.5	-1.97
ILMN_1369211	LOC500949	-1.06	-1.19	1	1.15	1.01	-1.22	-1.97
ILMN_1376454	Tardbp	-1.24	-1.23	-1.25	-1.14	-1.77	-1.72	-1.96
ILMN_1351334	Rad1_predicted	1.08	-1.5	-1.13	-1.1	-1.71	-1.61	-1.96
ILMN_1349535	Rbm10	-1.1	-1.45	-1.19	-2	-1.68	-1.6	-1.96
ILMN_1651057	St3gal6	-1.18	-1.06	-1.45	-1.69	-1.47	-1.59	-1.96
ILMN_1370719	Fbln1_predicted	1.21	1.12	-1.13	1.34	-1.5	-1.02	-1.96
ILMN_1363220	LOC499770	-1.14	-1.39	-1.02	-1.39	-2	-2.12	-1.95
ILMN_1371494	Amacr	-1.33	-1.69	-2.34	-3.79	-1.93	-1.82	-1.95
ILMN_1352522	LOC361346	-1.06	-1.49	-1.39	-1.28	-1.85	-1.81	-1.95
ILMN_1376357	Acy1	1.06	-1.11	1.38	-1.23	-1.66	-1.8	-1.95
ILMN_1351772	Pold2	1.13	-1.31	-1.18	-1.16	-1.88	-1.69	-1.95
ILMN_1358252	Psph	-1.06	-1.2	-1.25	-1.23	-1.29	-1.55	-1.95
ILMN_1361110	Ass	-1.29	-1.22	-1.09	-1.5	-2.44	-3.03	-1.94
ILMN_1353921	Mttp	-1.11	-1.06	-1.41	-1.71	-1.77	-2.27	-1.94
ILMN_1349106	Wdr23	-1.38	-1.59	-1.83	-1.97	-1.91	-1.8	-1.94
ILMN_1360123	RGD1562119_predicted	-1.16	-1.72	-1.4	-1.59	-1.75	-1.65	-1.94
ILMN_1353537	RGD1310495_predicted	-1.19	-1.29	-1.68	-1.88	-1.9	-1.98	-1.93
ILMN_1366787	Cbx3	-1.25	-1.52	-1.26	-1.57	-1.95	-1.86	-1.93
ILMN_1353127	Tbc1d12_predicted	1.07	-1.35	-1.21	1.05	-2.37	-1.85	-1.93
ILMN_1350577	Zcchc8_predicted	-1.24	-1.26	-1.36	-1.36	-1.81	-1.79	-1.93
ILMN_1361131	Mutyh	-1.12	-1.28	-1.49	-1.3	-1.96	-1.77	-1.93
ILMN_1370617	LOC678896	-1.21	-1.56	-1.38	-1.69	-2.08	-1.6	-1.93
ILMN_1368909	RGD1309095_predicted	-1.01	-1.28	-1.21	-1.11	-1.52	-1.58	-1.93
ILMN_1356020	Sf3a3	-1.06	-1.38	-1.17	-1.26	-1.58	-1.55	-1.93
ILMN_1365511	LOC499980	-1.16	-1.07	1.01	-1.33	-1.6	-1.44	-1.93
ILMN_2039973	Bhmt	-1.12	-1.24	-1.26	-1.77	-1.87	-2.26	-1.92
ILMN_1355343	Timm17b_predicted	-1.04	-1.88	-1.8	-1.95	-2.11	-2.04	-1.92
ILMN_1368486	Pc	-1.06	-1.4	-1.19	-1.85	-1.86	-1.78	-1.92
ILMN_1350418	LOC498736	1.13	-1.98	-1.8	-1.73	-1.43	-1.6	-1.92
ILMN_1352264	Pkn3_predicted	-1.33	-1.28	-1.32	-1.34	-1.57	-1.49	-1.92

ILMN_1373971	Aurkc_predicted	-1.31	-1.95	-1.67	-1.98	-1.97	-2.08	-1.91
ILMN_1353057	Eppb9_predicted	-1.12	-1.87	-2.01	-1.67	-1.68	-2.07	-1.91
ILMN_1375121	Tcf2	-1.57	-1.48	-1.63	-1.59	-1.83	-1.99	-1.91
ILMN_1362683	Agxt2	-1.35	-1.02	1.24	-1.5	-1.33	-1.72	-1.91
ILMN_1376480	Hmgcs1	-1.44	-3	-2.67	-2.84	-1.46	-1.57	-1.91
ILMN_1374749	Emg1_predicted	1.03	-1.5	-1.38	-1.16	-2.42	-2.62	-1.9
ILMN_1349705	Anxa4	-1.25	-1.87	-2	-1.88	-1.73	-2	-1.9
ILMN_1351353	Chaf1b	-1.25	-1.66	-1.42	-1.69	-1.51	-1.75	-1.9
ILMN_1366143	Sfrs7_predicted	-1.34	-1.46	-1.19	-1.38	-1.92	-1.74	-1.9
ILMN_1359078	Slc37a4	-1.21	-1.31	-1.13	-1.47	-1.67	-1.69	-1.9
ILMN_1360877	E2f1	-1.03	-1.6	-1.69	-1.75	-1.7	-1.66	-1.9
ILMN_1369927	Tmco3_predicted	-1.66	-1.81	-1.73	-2.13	-1.88	-1.6	-1.9
ILMN_1351027	Csrp2	-1.15	-1.54	-1.62	-1.58	-1.16	-1.21	-1.9
ILMN_1352121	Rnase1	-1.61	-2.02	-2.22	-2.67	-2.21	-2.63	-1.89
ILMN_1372487	LOC296599	1.01	-1.16	-1.13	-1.29	-1.72	-1.91	-1.89
ILMN_1371671	Prpf4_predicted	-1.09	-1.39	-1.22	-1.28	-1.96	-1.83	-1.89
ILMN_1356188	RGD1562954_predicted	1.03	-2.61	-2.38	-3.36	-2.16	-1.81	-1.89
ILMN_1352790	Sip1	1.08	-1.35	-1.5	-1.61	-1.79	-1.55	-1.89
ILMN_1366126	RGD1564040_predicted	1.16	1.19	1.07	1.14	-1.07	-1.19	-1.89
ILMN_1649797	LOC499560	1.03	1.08	1.39	1.29	1.24	-1.11	-1.89
ILMN_1365302	Snf1lk	-1.22	-1.98	-2.08	-1.79	-1.85	-2.17	-1.88
ILMN_1356152	Dnajc14	-1.25	-1.51	-1.58	-1.65	-1.81	-2.03	-1.88
ILMN_1365397	RGD1311634_predicted	-1.22	-1.73	-1.87	-1.93	-1.59	-1.78	-1.88
ILMN_1351188	RGD1305475_predicted	-1.1	-1.59	-1.66	-1.61	-1.72	-1.73	-1.88
ILMN_1371743	Nup133_predicted	-1.13	-1.69	-1.66	-1.48	-1.94	-1.7	-1.88
ILMN_1650297	RGD1308828	-1.18	-1.86	-1.34	-1.63	-1.71	-1.57	-1.88
ILMN_1361515	Mrip	-1.05	-1.38	-1.45	-1.42	-1.56	-1.31	-1.88
ILMN_1366454	RGD1560183_predicted	-1.05	-1.85	-2.66	-1.98	-1.91	-2.29	-1.87
ILMN_1362581	Itпка	-1.25	-1.34	-1.19	1.01	-2.09	-2.14	-1.87
ILMN_1352974	LOC498973	1.03	1.01	1.06	-1.08	1.09	1.13	-1.87
ILMN_1356482	Acadvl	-1.1	-1.8	-2	-2.57	-2.32	-2.88	-1.86
ILMN_1368529	L3mbtl2	-1.21	-1.4	-1.65	-1.62	-2.14	-1.98	-1.86
ILMN_1357045	RGD1310710_predicted	1.01	-1.59	-1.27	-1.32	-1.93	-1.83	-1.86
ILMN_1364865	LOC499206	-1.21	1.05	-1.1	-1.01	-1	-1.16	-1.86
ILMN_1365433	LOC498368	-1.1	-1.31	-1.92	-1.78	-2.3	-3.08	-1.85
ILMN_1365523	Mthfd1	-1.15	-1.33	-1.38	-1.35	-2.24	-2.47	-1.85
ILMN_1374372	Ptplb_predicted	-1	-1.42	-1.14	-1.48	-2.15	-2.21	-1.85
ILMN_1374339	Alg8	-1.14	-1.8	-1.51	-1.73	-1.95	-2.14	-1.85

How the deposited data were processed for this re-analysis (not part of the article)

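Expression was measured in FaO rat hepatoma cells on 12 Illumina arrays: 3 of untreated cells, 7 of cells given 500 µM α-LA, 1 each at 6, 18, 24, 30, 42, 48 and 72 h, and 2 of cells given thapsigargin. The mapping of arrays to conditions was taken from the sample titles and the paper. The authors loaded the intensity files into BeadStudio 3.0.19.0 (named in the submitters' processing notes and the methods), analysed them in BRB-ArrayTools and applied quantile normalization. Their deposited value table holds these normalized intensities on a linear scale for 22523 probes, with background still in the values, and whether background was subtracted is not given in the sources used here. A further deposited table of values before normalization holds 24 columns of per-sample values whose names match no sample, and these were not used. The plan had assumed that table, with its detection p-values, as the starting point, and the normalized table took its place.

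Because no detection p-value could be tied to an array, a probe was taken as above background at a signal of 150, chosen after the files were seen, and 9193 probes that reached it on at least 3 arrays were tested. Of these, 6830 reached it on every array. Where a gene was under 150 on every array of the lower group, its change is given as a bound, at least N-fold, computed against the higher of 150 and its own signal. Signals were log2-transformed and tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the probes and a threshold of 0.05. The control, early (18, 24 and 30 h) and late (42, 48 and 72 h) groups were fitted together, a fit with 4 groups added thapsigargin, and another set the 6 α-LA arrays from 18 h on against the 3 controls. The early and late groups are the paper's own and come from the same arrays. The 6 h array entered no test in the main settings. Counts by time point used the 5060 probes with a median signal over 300 and compared 1 array with the mean of the controls on the log2 scale, without a p-value. The 10 control and α-LA arrays were clustered on 1 minus the Pearson correlation of gene-centred log2 signals with average linkage.

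Probes were named from the platform annotation, updated to current symbols (13793 probes), and from Table I (1683 probes, of which 919 keep the symbol as printed there). No probe had several symbols, and 7047 had none. Of the tested probes, 8377 had a name. Different probes of a gene were kept apart, except for lists, where the probe with the highest mean signal stood for the gene, giving 8164 genes.

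Gene lists, the rule for named genes, the comparisons and most alternatives were fixed before the data were examined, although the values of Table I had by then been seen. The 29 lists cover ER chaperones and folding factors, the PDI family, ER-associated degradation, the PERK, ATF4 and CHOP branch, amino acid synthesis and transport, aminoacyl-tRNA synthetases, the NRF2 response, p53 targets, S phase, G2 and mitosis, hepatocyte secreted proteins, gluconeogenesis, xenobiotic metabolism, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, oxidative phosphorylation, lipoate enzymes, cytosolic heat shock, metallothioneins and metal handling, apoptosis regulators, lysosomes and autophagy, the proteasome, ribosome biogenesis, acute phase genes, and markers of stellate cells, macrophages, endothelial cells and cholangiocytes. The 25 lists with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation. Limma's fry was run beside it. It asks whether the genes of a list changed, and not whether they changed more than other genes, so it does not replace a lost camera call. On single arrays, a list's median was set against 10000 random lists of the same size matched on mean signal. These were drawn gene by gene and lack the correlation between genes of a real list, so that extreme percentiles are common. Of 175 list medians on the α-LA arrays, 80 were extreme by the rule used. A list of short mRNAs stood at percentile 0, 100 and 100 on controls 1, 2 and 3, each set against the other controls. Genes named in the text are those the paper names, the 10 largest rises and 10 largest falls past the threshold for the early, late and thapsigargin comparisons if they changed beyond the range of the controls on every array and were above background on every array of the higher group, the 5 largest of each direction for late against early with no overlap of the groups, up to 4 members per list with the largest late change, and the probes changed 2-fold at 6 h. A further list, of genes drawn in the networks of Fig. 3, was tested at the start and then withdrawn, because its members had been read from a picture. Its results are not reported, and the lists were adjusted again without it, which changed the side of the threshold only for the late change of the lipoate enzymes. Some genes that the rule takes are not reported here.

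Shared controls were allowed for with 100 simulated comparisons without effect. The fit was tested on simulated arrays before use. For early against control over 9193 probes, it found 26 of 50 probes changed by 0.5 on the log2 scale, 46 of 50 changed by 1 and 50 of 50 changed by 2, with 7 false calls among 179, and of 25 lists it called the 1 list shifted by 0.5 and no other. The simulated genes varied independently of each other. The simulation therefore cannot show how often lists of correlated genes, as in the real data, are called falsely. The alternatives were normexp background correction with an offset of 50, no filter or stricter and looser ones (120, 200, every array, median over 300), a mean-variance trend, fits of 2 groups only, an F test, a spline in hours, the 6 h array as treated, a 2-fold minimum, other clustering distances, and leaving out each array in turn. The levels 120 and 200, the arithmetic control mean and the joint removal of control 1 and the 24 h array were chosen after seeing the data.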

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

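The tests below on ER chaperones, on cell division genes and on a swap of arrays were chosen after those results had been seen, as was the joint removal of control 1 and the 24 h array; the counts over other splits of the arrays and the test on short mRNAs were written down before their own results.

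With thapsigargin 1763 probes were higher and 1721 lower than in the controls in limma, on 2 arrays that the paper does not report on. According to the paper, thapsigargin was dissolved in DMSO and α-LA in sodium hydroxide neutralized in medium. No array is titled as a vehicle control, so that effects of drug, vehicle and culture time cannot be told apart in these values. Of 24 ER chaperones 21 were higher and none lower (21 adjusted over the list alone; median 0.78, adjusted p = 5.9e-09 from limma's camera, and adjusted p = 0.241 with an estimated correlation). Of 12 PDI family genes 9 rose and 1 fell (9 and 1 adjusted over the list alone; median 0.68, adjusted p = 0.0077 from limma's camera, and adjusted p = 0.425 with an estimated correlation), P4hb among them with a log2 change of 0.65, although that call is lost without the 18 h array (adjusted p = 0.060 from limma). Of 20 genes of ER-associated degradation 12 rose (13 adjusted over the list alone; median 0.40, adjusted p = 0.00051 from limma's camera, and adjusted p = 0.202 with an estimated correlation), and of 21 genes of the PERK branch 18 (18 adjusted over the list alone; median 0.66, adjusted p = 0.132 from limma's camera with an estimated correlation). Ddit3 rose by 4.52 on the log2 scale (standard error 0.35, adjusted p = 1.1e-06 from limma), the largest rise, followed by LOC501211 with 4.09. Lcn2 and Slfn4 were under 150 on every control array and at least 10.9-fold and at least 8.94-fold higher. Among detoxifying enzymes, the glutathione transferase Gsta5 fell by 4.38, Aldh1a4 fell by 4.30 and Ugt2b7 fell by 3.55 on the log2 scale. Of 24 hepatocyte secreted proteins 17 were lower and 2 higher (18 and 2 adjusted over the list alone; median -1.16, adjusted p = 3.6e-07 from limma's camera, and adjusted p = 0.202 with an estimated correlation). Thapsigargin and late α-LA shared 989 higher probes, where independent lists would share 336, and 1063 lower ones (304), while 75 went opposite ways (r = 0.731 and covariance 0.222 across probes, against 0.448 and 0.00849 from shared controls alone). Creb3l3, which rose by 2.33 in the late α-LA group, had a log2 change of -0.38 with thapsigargin, which did not pass. The count was 2306 without the 18 h thapsigargin array.

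The late and early α-LA groups differed, by the test of the difference itself, in 10 of the 25 lists, and in 0 of them with an estimated correlation. Other splits of the same arrays gave up to 12 list calls at the preset correlation. The median log2 differences were 0.53 for ER chaperones, 0.20 for ER-associated degradation, 0.47 for p53 targets, -0.42 for S phase, -0.88 for G2 and mitosis, 0.55 for cholesterol synthesis, 0.20 for fatty acid synthesis, 0.17 for fatty acid oxidation, 0.41 for lysosomes and autophagy and -0.46 for ribosome biogenesis. For ER-associated degradation the adjusted p was 0.0062 from limma's camera (adjusted p = 0.268 with an estimated correlation; 2 of 20 genes higher, and 4 higher and 1 lower adjusted over the list alone), for fatty acid synthesis 0.0084 (adjusted p = 0.422 with an estimated correlation; 3 of 12 genes higher, 5 adjusted over the list alone) and for fatty acid oxidation 0.018 (adjusted p = 0.589 with an estimated correlation; 3 of 19 genes higher, 3 adjusted over the list alone), the last being lost without the 30 or the 72 h array (medians 0.10 and 0.12).

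In 48 groups of arrays tested for a sample far from the rest, 2 stood out, and chance gives about 1 in 20. The median log2 change of the NRF2 list was 0.42 at 72 h, while the nearest of the other arrays from 18 h on was at 0.02. The log2 change of Akt2, a gene at background level, was 0.24 at 24 h with the nearest array at -0.02.

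The higher ER chaperone signals at 42 to 72 h than at 18 to 30 h may be a biological difference between the time groups, which stays a hypothesis because it was found and tested on the same arrays. No single array carries it, since the lowest median difference with 1 array left out was 0.41. Leaving out 1 array cannot show whether 2 arrays carry most of it. Against the controls the medians were 0.77 at 42 h and 0.68 at 48 h. The 0.34 at 72 h was close to the 0.31 at 24 h, and above the -0.05 at 18 h and the -0.01 at 30 h. Random lists matched on signal did not shift as much (percentile 100), which speaks against the normalization acting by signal level. A thapsigargin sample under a late label is also argued against, as every late array correlated more with its own group than with the thapsigargin arrays, although the lowest margin in correlation was only 0.014. The loss of short mRNAs on control 1 and the 24 h array stays in these values, and the median was 0.62 without both.

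The fall of S phase and mitosis genes from 18 h on could come from the treatment or from the longer time in medium of low serum. Matched random lists never fell as far (highest percentile 0 over the arrays of 18 to 72 h), so the normalization acting by signal level is argued against. The medians were already below 0 on the 6 h array, at -0.23 for S phase and -0.33 for G2 and mitosis, each at percentile 0 of matched random lists. Both lists also fell on the thapsigargin arrays, taken from cells in the same medium, with a median of -0.96 for G2 and mitosis (33 of 36 genes lower, adjusted p = 3.7e-12 from limma's camera, and adjusted p = 0.272 with an estimated correlation) and of -1.36 for S phase (34 of 35, adjusted p = 7.5e-20 from limma's camera, and adjusted p = 0.202 with an estimated correlation). An effect of α-LA and one of culture time cannot be told apart here, because the harvest time of the controls is not known and no untreated array is known to come from the same hours.

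Control 1 and the 24 h array deviated alike from the other arrays of their groups, with a correlation of 0.525 across probes against 0.322 for the next pair. A candidate explanation is a loss of short mRNAs from both samples, found by looking at the genes that deviated most and then tested on a list that left those genes out. The higher of the 2 percentiles of the short mRNA list was 0, which fits it, while 43 measured long mRNAs stood at percentiles 64.4 and 0.3. The percentile alone does not single out these arrays. The 18 h thapsigargin array also stood at percentile 0 and the 48 h array at 0.74, with median log2 deviations of -0.10 and -0.05. Those of control 1 and the 24 h array were larger, at -0.65 and -0.52. A swap of both samples is excluded, as Ddit3 was higher by 3.29 on the log2 scale on the 24 h array than on control 1. No biological explanation was tested.

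Other splits of the same arrays were counted for each comparison. For 18 to 72 h against control, 1 of 84 splits, the real one, gave as many as 2814 changed probes and the highest other gave 651. This count could exclude chance only if all these arrays were separate cultures and exchangeable, also in harvest time. Neither is known for the 3 controls, and the α-LA arrays form a time course. If the controls are technical repeats, the arrays are not exchangeable and this count excludes nothing. The highest other split sets the late arrays apart. For early against control the real split gave 2968 probes and the highest other 0, for late against control 3378 and 0, and for late against early 1256 and 0, with 1 of 10 splits as large in each case, and 10 splits are too few for a share under 0.05. For lists past the threshold the real split gave 11 in the early comparison against 10 in the highest other (1 of 10 splits as large), again too few splits for a share under 0.05. It gave 9 in the late comparison against 12 (5 of 10 splits as large), and 10 for late against early against 12 (5 of 10). For both of these, the number of list calls at the preset correlation was no larger than other splits gave, and it is no evidence for the real grouping.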

How the results depend on the processing

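The levels of 120 and 200 for background, the arithmetic control mean and the removal of control 1 and the 24 h array together were chosen after seeing the data. Of 9669 values for lists and single genes under the alternatives, 163 changed sign, and none of these had passed the test in the main settings. Among them are the late against early change of Ddit3, -0.01 without the 42 h array, and the late against early median of the PERK branch list, which without the 72 h array was 0.05 and passed limma's camera (adjusted p = 0.049). With all arrays and an estimated correlation, limma's camera gave that list an adjusted p of 0.831. Counts moved by over 1.5 times where a 2-fold minimum was added, to 418 (early), 608 (late), 68 (late against early) and 431 (18 to 72 h), which follows from the stricter rule, and where 1.5-fold replaced 2-fold, to 116 probes at 6 h and 7853 summed over 18 to 72 h. Late against early fell to 829 probes when the controls were left out of the fit, which leaves fewer arrays. With an estimated correlation, 0 of the 20 list calls of early and late against control were left. Limma's fry, which asks another question, gave the PERK branch list an adjusted p of 4.8e-04 early, 2.0e-04 late and 0.71 late against early. Some lists that camera did not call passed fry too. With the thapsigargin arrays in the clustering, 7 of the 10 arrays kept their place, because these arrays split off and the late arrays joined the early ones. The cause of other changes was not tested.

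Leaving out 1 array at a time gave 2240 to 2912 changed probes for early, 2737 to 3265 for late, 704 to 1271 for late against early, 1966 to 2987 for 18 to 72 h and 2306 to 3302 for thapsigargin, 20 to 25 list calls, 15 to 16 probes at 6 h and 2721 to 2828 summed over 18 to 72 h. The low values of late against early came without the 42 h (704) or 48 h array (784), and that of thapsigargin without its 18 h array (2306), where the lone array is assumed to vary like the other groups. Without control 1 and the 24 h array the counts were 2699 (2383 shared with the full set), 3364, 1165, 2417 and 3664, and 22 list calls. Of the values for single genes, 97 passed the threshold only under an alternative and 241 lost it under one, against 8356 that kept their side; for lists these numbers were 30, 47 and 898. Medians of lists on single arrays moved in 79 cases and stayed within the spread in 146. No paired analysis was possible because each time point has 1 array and nothing pairs an array with a control. Not run were the normalizations that need the table before normalization (neqc, median scaling, and normalization of 10 arrays alone). Depth is set by signal over background: 9193 of 22523 probes could be tested, and folds of genes near 150 are understated.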

Differences from the paper's values

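The statements below were compared with the paper's after the values were known, and no test was added for them.

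No value in the main settings differs from the paper's by the rule used (for counts over 1.5 times, for folds of another sign or off by more than the SD of the controls on the log2 scale), apart from a sign at no change: a probe of Pdia6 at 24 h has a signed fold of -1 in the paper and 1.00 here. The paper's 7022 selected genes stand beside 5060 probes here, under a signal of 150 in place of the detection p-value and without the 1.5-fold rule; with that rule 873 probes remain, which differs. The paper's mean numbers of genes lower 2-fold, 287 early and 365 late, stand beside 226 and 284 here, and its higher ones, 166 and 255, beside 165 and 238. The lower ones were 289 and 376 with the filter on background alone and 283 and 368 over the probes of Table I, nearer to the paper's. Summed over 18 to 72 h, 2739 probes changed 2-fold here, 3333 with that filter and 3278 over those probes. Both alternatives were planned before the data were examined, but the signal of 150 used in the filter was chosen after the files were seen.

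Some statements of the paper's text read differently beside these values. The text of the paper gives Gadd153/Chop a lower fold at 42 h than the 13.9-fold of Ddit3 here, which was 11.9-fold at 48 h. Table I of the paper gives it 13.49 at 42 h, close to the value here. For Grp78, Gadd34 and Trib3 it gives an increase within one range at all times. Here Hspa5 was at -1.13-fold at 6 h and under 2-fold at 18, 24, 30 and 72 h, Ppp1r15a and Trib3 were at 1.32-fold and 1.76-fold at 6 h, and both were above 6-fold at 42 and 48 h (6.31 and 6.45 at 42 h), while their values at 18 and 24 h lie within the range stated. Hspa5 passed limma in the late group, and in the early group when the late arrays were left out of the fit (adjusted p = 0.022). The paper states that PDI was overexpressed in the UPR pathway, and here the mRNA of P4hb had a late log2 change of 0.03 (adjusted p = 0.91 from limma), while Pdia4 and 1 probe of Pdia6, of the same family, rose by 1.06 and 1.20. The paper also reports PDI and ERp72 protein rising over time by Western blot, and these arrays do not measure protein. The paper states no differences between control and 6 h in its results, and no major ones in its discussion. The folds of its Table I give 8 genes higher and 5 lower 2-fold at 6 h, and 16 probes changed 2-fold here. The same rule called 33 probes, all lower, in control 1 against the other controls, and 0 in controls 2 and 3. The count at 6 h thus lies within what untreated arrays gave. The paper describes a number of modified genes that increases up to 72 h, and here it was 533 at 42 h, 531 at 48 h and 502 at 72 h. Counts taken here from the folds of the paper's Table I have a similar course, with 275 higher and 364 lower genes at 42 h, 264 and 367 at 48 h and 228 and 366 at 72 h. The peak of ER stress genes at 42 to 48 h and the highest values of Gadd153/Chop before 72 h are also seen here.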

Other observations

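The tests on the NRF2 list were chosen after its values had been seen; the gene lists themselves were not.

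Part of the lysosomal genes rose in both time groups. Of 30 genes of lysosomes and autophagy, 15 were higher and 3 lower in the early group (17 and 3 adjusted over the list alone) and 23 higher and 1 lower in the late group (25 and 1), with medians of 0.34 and 0.92 (adjusted p = 0.00084 and 1.5e-10 from limma's camera, and adjusted p = 0.336 and 0.192 with an estimated correlation). Sqstm1, the autophagy receptor p62, rose by 1.98 in the late group. Thapsigargin gave a median of 0.92, with 23 higher and 1 lower (24 and 1 adjusted over the list alone; adjusted p = 4.2e-10 from limma's camera, and adjusted p = 0.132 with an estimated correlation). Of 14 p53 targets, 9 were higher and 1 lower in the late group (9 and 1 adjusted over the list alone; median 0.48, adjusted p = 0.0105 from limma's camera, and adjusted p = 0.231 with an estimated correlation), against 2 higher and 3 lower in the early one (2 and 3). Ccng1 rose by 1.65 and the nuclease gene Aen by 1.25, while Sesn1 fell by 1.74. Of 22 genes of cholesterol synthesis, 13 were higher and 3 lower in the late group (13 and 3 adjusted over the list alone; median 0.42, adjusted p = 0.0105 from limma's camera, and adjusted p = 0.482 with an estimated correlation), with Fdps at 1.15 and Sc5d at 1.15, although Srebf1, which encodes a regulator of lipid synthesis, fell by 0.77. Of 12 genes of fatty acid synthesis 6 were higher and 2 lower late (6 and 2), which did not pass as a list (adjusted p = 0.23 from limma's camera). Of 23 genes of ribosome biogenesis, 12 were higher and 3 lower in the early group (13 and 3 adjusted over the list alone; median 0.31, adjusted p = 0.0022 from limma's camera, and adjusted p = 0.287 with an estimated correlation), and 5 higher and 6 lower in the late one (6 and 6).

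Of 24 secreted proteins, 12 were lower and 2 higher early and 13 lower and 3 higher late (13 and 2, then 13 and 4, adjusted over the list alone; medians -0.36 and -0.55, adjusted p = 0.0053 and 0.0029 from limma's camera, and adjusted p = 0.449 and 0.482 with an estimated correlation). Ttr, the carrier of thyroxine, fell by 2.67 and 2.21. Of 15 genes of xenobiotic metabolism, 8 were lower and 1 higher early (8 and 2 adjusted over the list alone; adjusted p = 0.0033 from limma's camera, and adjusted p = 0.392 with an estimated correlation) and 6 lower and 3 higher late (6 and 3; adjusted p = 0.069 from limma's camera). Of 25 genes of oxidative phosphorylation, 7 were lower early and 8 late, none higher (6 and 7 adjusted over the list alone; medians -0.22 and -0.09, adjusted p = 0.010 and 0.054 from limma's camera, and adjusted p = 0.392 and 0.513 with an estimated correlation). Many of these mRNAs are short, and without control 1 and the 24 h array, where short mRNAs were low, the late median was -0.20 (adjusted p = 0.0069 from limma's camera). The late list also passed without control 1 alone (adjusted p = 0.010 from limma's camera) and without the 72 h array (adjusted p = 0.028 from limma's camera). Atp5f1a fell by 0.88 and Sdhd by 0.82 late. Of 15 lipoate enzymes, 7 were lower and 2 higher early and 6 lower and 2 higher late, which did not pass as a list (7 and 5, then 8 and 2, adjusted over the list alone; adjusted p = 0.63 and 0.051 from limma's camera). The late list did pass without control 2, the 42 h or the 72 h array, or with the mean of a gene's probes (adjusted p = 0.041, 0.041, 0.038 and 0.049 from limma's camera). With all arrays and the usual probe choice limma's camera gave an adjusted p = 0.482 with an estimated correlation. It had also passed before the withdrawn list of Fig. 3 genes was removed from the adjustment, so that this call rests on that choice. Ogdh and Pdhb, subunits of lipoate-dependent complexes, fell by 0.64 and 0.63 late, and Lias, the lipoate synthase, rose by 0.81. Mt1 fell by 2.46 late (adjusted p = 0.00056 from limma), with a control spread of 12134 ± 5106 (SD, n = 3), and it is one of the short mRNAs that were low on control 1.

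Lists that did not pass limma's camera in the late group against control were also those of fatty acid oxidation (6 of 19 genes higher and 4 lower late, though Plin2 rose by 1.56), cytosolic heat shock (4 of 11 higher, 3 lower; Hspb8 rose by 2.01), metallothioneins and metal handling (1 of 9 higher, 2 lower), apoptosis regulators (2 of 25 higher, 5 lower; Bok fell by 1.14 and Mcl1 rose by 0.74), the proteasome (2 of 28 higher, 1 lower) and acute phase genes (5 of 11 higher, 2 lower; without the 72 h array the median of 0.34 was 0.63 and the list passed), with adjusted p of 0.41, 0.41, 0.58, 0.64, 0.48 and 0.23 late from limma's camera. Adjusted over the list alone, the late numbers higher and lower were the same except for the proteasome (1 and 1) and acute phase genes (6 and 2). With all arrays and an estimated correlation, limma's camera gave the acute phase genes an adjusted p of 0.667 late. Of markers of other cell types, 0 of 15 stellate cell, 1 of 15 macrophage, 1 of 13 endothelial and 2 of 10 cholangiocyte genes were measured. Of these, Tie1 rose by 0.27 in the late group, the macrophage gene did not pass the test, and the changes of the cholangiocyte genes are not reported here.

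The NRF2 list stood out at 6 h and again at 72 h. In the groups 10 of 31 genes were higher and 6 lower early and 11 higher and 3 lower late (10 and 6, 11 and 3 adjusted over the list alone; adjusted p = 0.63 and 0.096 from limma's camera). Hmox1, Abcc2 and Sqstm1 rose and Gstm1 fell, by 1.55 late. With thapsigargin 5 were higher and 15 lower (6 and 16 adjusted over the list alone; median -0.36, adjusted p = 0.058 from limma's camera). That the 6 h value comes from the normalization acting by signal level is argued against by its percentile of 100 among matched random lists. A hypothesis was that the list returns 6 h after each daily dose, which could raise it at 30 h. The 30 h median stood at percentile 29.88, which argues against it, and the timing of doses relative to harvest is not given in more detail in the sources used here.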
